# Biased gene expression in early honeybee larval development

**DOI:** 10.1186/1471-2164-14-903

**Published:** 2013-12-19

**Authors:** Rosannah C Cameron, Elizabeth J Duncan, Peter K Dearden

**Keywords:** Caste development, Larval development, Gene expression, *Apis mellifera*

## Abstract

**Background:**

Female larvae of the honeybee (*Apis mellifera*) develop into either queens or workers depending on nutrition. This nutritional stimulus triggers different developmental trajectories, resulting in adults that differ from each other in physiology, behaviour and life span.

**Results:**

To understand how these trajectories are established we have generated a comprehensive atlas of gene expression throughout larval development. We found substantial differences in gene expression between worker and queen-destined larvae at 6 hours after hatching. Some of these early changes in gene expression are maintained throughout larval development, indicating that caste-specific developmental trajectories are established much earlier than previously thought. Within our gene expression data we identified processes that potentially underlie caste differentiation. Queen-destined larvae have higher expression of genes involved in transcription, translation and protein folding early in development with a later switch to genes involved in energy generation. Using RNA interference, we were able to demonstrate that one of these genes, *hexamerin 70b*, has a role in caste differentiation. Both queen and worker developmental trajectories are associated with the expression of genes that have alternative splice variants, although only a single variant of a gene tends to be differentially expressed in a given caste.

**Conclusions:**

Our data, based on the biases in gene expression early in development together with published data, supports the idea that caste development in the honeybee consists of two phases; an initial biased phase of development, where larvae can still switch to the other caste by differential feeding, followed by commitment to a particular developmental trajectory.

## Background

Caste development in honeybees (*Apis mellifera)* is a remarkable example of, and model for, developmental plasticity. In this species, two adult female phenotypes are produced by one genome in response to diet [1]. Larvae destined to become queens are fed royal jelly (RJ) which is rich in carbohydrates and lipids [2]. RJ also contains major royal jelly proteins, one of which, royalactin, is vital for queen development [3]. As a result of a higher food intake [4] and a more nutritious food, queen bees are larger, longer-lived, have fully developed ovaries and differ in their behaviour and morphology, when compared to worker bees. Transferring larvae from worker cells to queen cells (thus manipulating their exposure to RJ) during early larval development causes bees to develop some queen-like phenotypes. Based on these experiments it has been proposed that differentiation between the two castes begins on the first day of larval development and is progressive [5]. Manipulating larval diet in this way can induce queen-like properties in worker bees up to 60 hours of larval development [6] demonstrating, that at least during early larval development, there is plasticity in the developmental pathways that give rise to queen and workers. The molecular mechanisms by which RJ triggers queen development are only beginning to be understood, but RJ intake causes differences in juvenile hormone (JH) titre between worker and queen larvae [7]. These JH levels regulate gene expression [8]. It seems likely, therefore, that a complex set of molecular mechanisms link RJ exposure to changes in JH titre. Such mechanisms should be reflected in differences in gene expression between developing larvae destined for different castes.

Differences in gene expression underlying queen and worker developmental trajectories have been investigated in a number of previous studies [8-16]. These studies used a variety of techniques to profile gene expression, but have focused on mid-to-late larval development as few differences in gene expression have been identified before this stage [15]. Mid to late larval development includes the period (larval stage 3 and 4), when JH titres differ between castes [7], and so if is difficult to determine if these gene expression changes are due to RJ exposure, or the action of JH.

While a number of mechanisms that regulate gene expression during caste development have been proposed, DNA methylation is thought to be critical, as it can link environmental exposure to changes in gene expression [17]. RNA interference targeting the *de-novo DNA methyltransferase 3* (*Dnmt3*) biases development towards the queen trajectory [18]. Honeybees, similar to other invertebrates, have relatively low overall levels of CpG methylation restricted to gene bodies [19,20]. Methylation within the gene body appears to influence alternative splicing in the honeybee [19,21-23] and the ant [24]. It is possible that the role of DNA methylation in caste development may be via influencing alternative splicing of transcripts. Evidence from mammalian models indicates that gene body methylation may have other molecular functions, such as promoting RNA polymerase pausing [21], modulating other epigenetic marks [25,26], or affecting altering promoter usage [26]. It has been proposed that plasticity, such as caste development in eusocial insects and neuronal plasticity in invertebrates, is associated with dynamic changes in DNA methylation [27-29] and, by inference, alternative splicing. DNA methylation is likely to be one of many molecular mechanisms involved in caste development, but these mechanisms as a whole will lead to changes in gene expression, detectable using microarray techniques, or alternative splice isoforms detectable using transcriptomics.

We have examined gene expression throughout larval development, both before and after the wave of JH, in queen and worker castes, carrying out the widest survey of gene expression during caste development in this remarkable animal. We used this to build a more complete understanding of how a honeybee larva responds to RJ, and how this biases them into an alternative developmental trajectory, culminating in a queen bee.

## Results and discussion

### Experiment design

There are five stages of larval development (L1-L5) in the honeybee. Queen and worker samples were taken at the following time points (the corresponding larval stages are shown in brackets): 6 hours (L1), 12 hours (L1), 36 hours (L2), 60 hours (L3), 84 hours (L4), 108 hours (L5) and 132 hours (L5). At each time point four replicate queen and worker samples were collected. Each replicate sample collected at 6 hours contained 20 larvae and samples collected at all other time points contained 5 larvae.

Queen development was induced by grafting larvae (transferring newly emerged larvae with a small paintbrush) into artificial queen cells before returning them to the hive. Grafting, which is a standard apicultural technique, is carried out as soon as practical after the larvae hatch (within ~1 hour). Larvae in these queen cells are fed RJ and this triggers queen development. When collecting 6-hour larvae it was noted that RJ was present in these cells. Worker larvae were not grafted. Gene expression data was generated from these samples and using custom two colour long-oligonucleotide microarrays (13,440 double spotted oligos representing 13,135 sequences). At 60 hours, two additional biological replicates, each consisting of either 20 queen or worker larvae, were taken and transcriptome data was generated using high throughput sequencing (HTS). 

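The HTS data at 60 hours came from 2 samples of queen larvae and 2 samples of worker larvae, with 20 larvae pooled in each sample. RNA-seq counts the sequence reads that fall on each gene. The authors mapped the reads to the honeybee genome (Amel_4.5) with CLC Genomics Workbench and deposited, for each of 11156 genes, the number of reads on its exons, the RPKM and a scaled RPKM. The exons received 5219511 reads in queen sample 1 and 4949093 reads in queen sample 2. They received 5476218 reads in worker sample 1 and 5243286 reads in worker sample 2. These read counts, which include reads matching more than 1 place, were compared between the castes with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, after the libraries were scaled by edgeR's TMM factors. The factors were 1.22 and 1.20 for the queen samples and 0.828 and 0.830 for the worker samples. The test covered the 7833 genes that passed edgeR's filter on low counts, and genes with an adjusted p-value below 0.05 were called. Fold changes are given as queens over workers, so that a positive log2 value is higher in queens. With 2 samples against 2, an exact permutation test of any single gene cannot give a p-value below 0.333, so that the calls rest on the spread that edgeR shares across genes. The scaling of the libraries had a large effect on the split of the calls between the castes. The 10 most abundant genes took 6.88% and 7.02% of the exon reads in the queen samples and 24.9% and 23.4% in the worker samples, and leaving them out of the library totals removed a part of the difference between the scalings. Where a library gives a larger share of its reads to a few genes, all other genes receive fewer reads per library total.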

The 60 hours time point was selected for HTS as this time point has been highlighted as the earliest difference in gene expression seen a previous study [15]. HTS sequencing also gave us the opportunity to assess gene expression in greater depth, as well as analyse the effect of caste development on alternative splicing.

#### Differential gene expression during caste development

Microarray analysis indicates that queens and workers have relatively equal numbers of differentially expressed genes (DEGs) throughout larval development (Table 1). 

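At 60 hours 1437 of the 7833 tested genes were called as differentially expressed between the castes, with an adjusted p-value below 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of these, 495 had higher expression in queens and 942 in workers, so that 34.4% of the DEGs were higher in queens (Wilson 95% interval across genes, 32.0 to 36.9%). The split depended on how the libraries were scaled. With the library totals alone in place of the TMM factors, 4191 genes were called, of which 3705 were higher in queens and 486 in workers, a share of 88.4% for queens. In that setting the median log2 fold change of all tested genes was 0.55, against 0.01 with the TMM factors. When the 10 most abundant genes were left out of the library totals, 1427 genes were higher in queens and 650 in workers, a share of 68.7%. The authors' deposited table holds 1791 genes with a corrected p-value below 0.05, of which 1507 are higher in queens and 284 in workers. Of those 1507 genes, 415 were also called higher in queens with the TMM factors and 0 were called higher in workers. Of the 284 genes, 283 were also called higher in workers.

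Among called genes with a mean RPKM of at least 10 and no overlap between the castes' samples, the largest difference towards workers was that of LOC406147, with an RPKM of 8.79 ± 3.67 (SD, n = 2) in queens and 8006 ± 1042 (SD, n = 2) in workers. Its log2 fold change was -10.34 (standard error 0.37, adjusted p = 2.5e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Vhdl had 1 and 2 reads in the queen samples and 1171 and 896 reads in the worker samples, at least 474-fold higher in workers. LOC552523 was at least 123-fold higher in workers and LOC727243 at least 166-fold higher, although only 25.4% of the reads of LOC727243 matched a single place. With those reads alone the log2 fold change of LOC727243 was -7.61, against -8.77 with all reads. Vg, which encodes vitellogenin, had a log2 fold change of -7.56 (standard error 0.46). It had 2 and 8 reads in the queen samples and 862 and 556 reads in the worker samples. Its log2 fold change lay between -8.86 and -6.85 across the fits that each left out a sample. Towards queens, Pepck had an RPKM of 146 ± 7.09 (SD, n = 2) in queens and 3.28 ± 1.53 (SD, n = 2) in workers, a log2 fold change of 4.96 (standard error 0.31, adjusted p = 9.5e-04 from the same edgeR test). Only 14.3% of the Pepck reads matched a single place, and with those reads alone its log2 fold change was 3.94. LOC724239 had a log2 fold change of 4.95 (standard error 0.43). LOC726094, Osi18 and Osi19 had larger log2 fold changes, 8.50, 6.89 and 6.53, but their standard errors were 2.12, 1.30 and 0.97, and the reads in the queen samples were 3596 and 110 for LOC726094, 4416 and 463 for Osi18, and 3763 and 793 for Osi19.

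**Figure D1:**
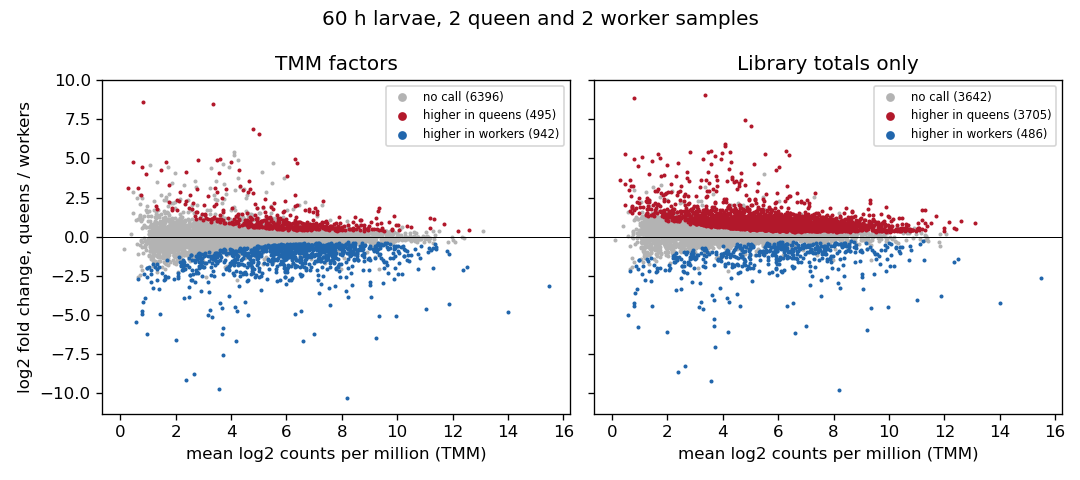
Log2 fold change (queens over workers) against the mean expression (log2 of the TMM-scaled counts) of the 7833 tested genes, with the libraries scaled by TMM factors (left) and by library totals only (right). Each point is a gene, coloured where its adjusted p-value was below 0.05. On the left 495 genes are called higher in queens and 942 in workers, and on the right 3705 and 486.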

HTS of RNA, however, found that 83 % of DEGs had higher expression in queens, similar to previous results [13]. Many studies have reported finding more differentially expressed genes using HTS than using microarrays [30-33]. This is at least partly because HTS analysis is not hindered by the acquisition bias that can affect microarray analysis. Microarrays are sensitive to saturation effects and are also not able to detect transcripts that are expressed at a relatively low level due to high amounts of background fluorescence obscuring low hybridization signal to the probes. 

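The 495 genes called higher in queens had a median RPKM of 29.1 over the 4 samples, with quartiles of 14.0 and 63.1. The 942 genes called higher in workers had a median RPKM of 26.8, with quartiles of 9.67 and 77.2. The medians differed by 2.30 (permutation of the caste labels across the called genes, 100000 draws, p = 0.36), where genes are not independent replicates. Taken over the samples of the caste with the higher expression, the medians were 42.0 for the genes higher in queens and 32.2 for the genes higher in workers. Over the genes that the authors' deposited table calls, the median RPKM of the 4 samples was 50.0 for the 1507 genes higher in queens and 64.7 for the 284 genes higher in workers. From a lower RPKM of the genes higher in queens, the paper puts forward the belief that these genes escaped detection by microarray.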

We believe the latter phenomena accounts for the relatively high number of DEGs detected in queens by HTS compared to microarray, as these genes had a median RPKM of 51.25 compared with a median RPKM of 150.65 for genes that are more highly expressed in worker larvae. We believe the relatively low expression of these genes precluded them from being detected as differentially expressed by microarray analysis. We have carried out extensive validation of these data sets using RT-qPCR (Additional file 1: Figure S1) which indicates that both the microarray and HTS experiments are producing high-quality, biologically relevant information.

**Table 1:** Number of differentially expressed genes between queen and worker larvae

	**6 hr**	**12 hr**	**36 hr**	**60 hr**	**84 hr**	**108 hr**	**132 hr**	**60 hr HTS**
Queens	442	76	154	327	330	250	115	2311
Workers	556	99	156	304	362	197	160	457
Total	998	175	310	631	692	447	275	2768

Genes we identified as being differentially expressed during caste development were assigned *Drosophila* orthologs using BlastX [34]. Approximately 90 % of the genes with higher expression in queen larvae have orthologs in *Drosophila* as compared with 77 % of the genes with higher expression in workers, a statistically significant difference (*P* < 2.2 × 10^-16^, Fisher’s exact test) (Additional file 1: Table S2). Barchuk *et al.* (2007) also found a tendency for worker larvae to have higher expression of genes that lack orthologs in *Drosophila*[8]. These data imply that genes more highly expressed by queen larvae have been conserved across ~350 million years of evolution. In contrast, genes more highly expressed in worker larvae are not as well conserved in *Drosophila* and may be rapidly evolving.

Differences in gene expression between queen and worker larvae are observed as early as 6 hours (L1) post-grafting (Table 1). Indeed, the largest numbers of DEGs identified by microarray analysis are detected at this time point (Table 1). While it is possible that the large number of differentially expressed genes at this time point are due to perturbation of the larvae during grafting, the appearance of genes that are differentially expressed at 6 hours and that retain higher expression in one caste during larval development implies that at least some of this differential gene expression represents an early response to RJ. We also do not observe gene ontology categories associated with stress response or physiological perturbation in the genes that are differentially expressed at 6 hours, indicating that differences we observe in expression at this early time-point are likely an early response to RJ.

In queen larvae, several genes with increased expression early in larval development are maintained at high levels throughout larval development. These genes are *mitochondrial cytochrome C*, *phosphoenolpyruvate carboxykinase* (PEPCK), *phytanoyl-CoA dioxygenase domain-containing protein 1 homolog* and *glycine N-methyltransferase-like* (GNMT). Worker larvae, in contrast, have higher levels of the apoptosis regulator *Bcl-2* throughout development. These genes have functions that are difficult to interpret in terms of caste development, but are consistent markers of either worker or queen development.

Given that queen development can be triggered in larvae by grafting until larval day three, well after the 6 hour time point by which we see substantial differences in gene expression, these early differences in gene expression must not commit the larvae to either a queen or worker fate. We therefore propose these early changes in gene expression, in response to RJ, may bias development toward one caste or the other, but that later gene expression can reverse that bias. These early differences in gene expression may be attributable to the larval diets which differ, with the queen diet initially containing more sugar [35] and less protein [36] than worker jelly [reviewed in 4] though it is not clear if these differences occur at or before 6 hours after grafting. These dietary differences have also been linked to morphological differences between the castes that are apparent as early as 2 days into larval development [5]. The idea of an early, biased, phase of caste development is consistent with early larval grafting experiments which showed that worker larvae shifted into queen cells at ~12 hours of larval development result in bees that are queen-like, but retain some worker characteristics [5]. A two-stage process of caste development has been previously proposed based on grafting, nutrition and physiological data [5], but our data provides the first molecular evidence to support an early biased phase of gene expression and development followed by a commitment phase.

#### Differential expression of hormone biosynthesis genes

One key event during larval development is the wave of JH synthesis in queen larvae, during L3 and L4 stages [7]. Juvenile hormone (JH) is implicated in caste development in honeybees [37]. Our data indicates that several genes involved in JH and ecdysteroid biosynthesis are differentially expressed during larval development between castes (Additional file 1: Table S3) at, or around this JH wave. Queen destined larvae, have higher expression of eight CYP genes, many with roles in hormone biosynthesis. *CYP315A1,* acts in ecdysteroid biosynthesis [38], and has higher expression at six hours of larval development. *CYP15A1,* which has higher expression in queens throughout larval development but peaking at 84 hours, acts as a JH epoxidase, catalysing the final step of JH biosynthesis [39].

Queens also have higher expression of JH methyltransferase, involved in the final steps of JH synthesis, with differential expression peaking at 84 hours after grafting (Additional file 1: Table S3). In contrast, during mid larval development, workers have higher expression of JH esterase, which degrades JH in honeybees [40]. 

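At 60 hours, 2 genes listed in Table S3 as responding to JH carry a value from HTS. LOC408421 had an RPKM of 94.6 in queens and 155 in workers, a log2 fold change of -1.23 (standard error 0.20, adjusted p = 0.016 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). JhI-1, taken as the ribonuclease Z that the paper writes as Jhl-1, had an RPKM of 50.4 in queens and 16.5 in workers, a log2 fold change of 1.10 (standard error 0.13, adjusted p = 0.0057 from the same edgeR test). LOC726672, LOC100577486, LOC724781 and LOC552722 were not called, although LOC726672 was called higher in queens when only the library totals were used (log2 fold change 1.28). LOC552039 had 4 and 2 reads in the queen samples and 2 and 3 reads in the worker samples and was not tested. Of the genes for JH synthesis and degradation, Jhe had a log2 fold change of -6.24 (standard error 0.20). The reads of jhamt were 188 and 63 in the queen samples and 68 and 72 in the worker samples, and its log2 fold change of 0.36 (standard error 0.48) was smaller than its standard error.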

Seven genes induced in *Drosophila* by JH titre [41] are dynamically regulated, with three having higher expression in workers early in development and five having higher expression in queens during mid to late development, temporally correlating with the peak of JH titre during development [7].

The trends in hormone-related gene expression in queen larvae, peaking as they do during mid-late larval development, are consistent with these genes either being involved in the synthesis of JH associated with the wave between the third and fourth larval instars, or with responding to the JH wave. At this point we also observe the appearance of differential expression of a number of genes in both queen and worker larvae that remain stably differentially expressed throughout the remainder of larval development (Figure 1). This change to a committed developmental trajectory, however, does not alter or reprogram the expression of genes we find differentially expressed at early stages. Our data is consistent with an initial bias towards one caste or the other induced quite early (by 6 hours) by RJ consumption, followed by a consolidation of that fate and final specification through circulating hormones.

**Figure 1:**
**Model depicting the major findings from this study.** In this study we have identified substantial differences in gene expression that can be detected as early as 6 hours after exposure to RJ. As indicated by the arrows, a small number of these genes maintain higher expression throughout larval development in either the queen caste (red arrow, *mitochondrial cytochrome C*, *phosphoenolpyruvate carboxykinase* (PEPCK), *phytanoyl-CoA dioxygenase domain-containing protein 1 homolog* and *glycine N-methyltransferase-like* (GNMT)) or worker caste (blue arrow, *Bcl-2*). The differences in gene expression occur earlier in larval development than previously reported [8,15] and before the point at which we know larvae become committed to a particular caste [6]. These early, and sustained, differences in gene expression have led us to propose that this phase of early development represents a biased developmental trajectory. During this phase of early larval development gene expression is altered in response to RJ, biasing towards queen development (red line), or worker development (blue line) but not irreversibly so. Following this period, corresponding with peak JH levels in queens, we observe unique sets of genes induced in queen (red arrow, *juvenile hormone-inducible (Jhl-26)*) and worker castes (blue arrow, *translocator protein, shep-like, lethal(2) essential for life and LOC10058039*) that remain stably more highly expressed throughout the remainder of larval development. We propose that these changes in gene expression at 84 hours of larval development are associated with the induction of a committed developmental trajectory.

#### Differential expression of Cytochrome P450 genes

*Cytochrome P450* (*CYP*) genes (Figure 2) which act in hormone and pheromone biosynthesis [42] and the detoxification of foreign compounds [38] show differential regulation between castes. Insect *CYP* genes are divided into four major clans based on sequence similarity [43]. Worker larvae have higher expression of 18 *CYP* genes at time points throughout larval development, the majority belonging to clan three, in particular sub-families six and nine. There is evidence for rapid expansion of these two sub-families in the honeybee through recent gene duplication events [44]. Genes in CYP clan three are loosely classified as environmental response genes [38].

**Figure 2:**
**The CYP gene family is extensively differentially regulated during caste development.** CYP genes are listed below the caste and time-point where they are differentially expressed. For clarity only CYP genes that are differentially expressed are shown. Genes are colour coded according to the clan they are assigned to based on based on sequence similarity [38]. The total number of CYP genes identified in the honeybee genome for each of the four clans [38] is indicated beside the colour key.

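Of the 42 CYP genes in the deposited gene table, 34 were tested. At 60 hours 21 of them were called higher in workers and 2 higher in queens with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. When only the library totals were used, 18 were called higher in workers and 3 higher in queens. Of the 13 clan 3 genes that Figure 2 lists for workers at 60 hours, 12 were called higher in workers under each of these scalings. The exception was CYP6BD1, with 655 and 701 reads in the queen samples and 464 and 511 reads in the worker samples. Its log2 fold change was 0.01 (standard error 0.13), and 0.55 with the library totals, where it was called higher in queens. The median log2 fold change of the 13 genes was -1.91, and their lowest value was -3.40, that of CYP9Q2. CYP336A1 had at most 14 reads in a sample, all shared with another place in the genome, so that its log2 fold change of -2.41 is uncertain. Outside clan 3, CYP15A1 had a log2 fold change of 1.61 (standard error 0.10) and CYP4AV1 of 3.05 (standard error 0.28), the 2 CYP genes called higher in queens. CYP303A1, which Figure 2 lists for queens, had 53 and 312 reads in the queen samples and 153 and 54 in the worker samples, and the difference between the castes was smaller than that between samples of a caste.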

The differential expression of CYP clan three genes is most marked at 60 hours of larval development, where worker larvae have higher expression of 13 genes of this clan. This period coincides with a change in the worker larval diet which results in the introduction of pollen grains, whereas RJ only contains trace levels of pollen [4]. The introduction of pollen exposes worker larvae to a number of foreign compounds. One example of this is the addition of quercetin, a flavinoid compound found in honey and pollen [45]. 

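CYP6AS10 had an RPKM of 60.3 in queens and 354 in workers at 60 hours, a log2 fold change of -3.07 (standard error 0.24, adjusted p = 0.0017 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For CYP6AS3 the log2 fold change was -2.04 (standard error 0.13), for CYP6AS4 -1.91 (standard error 0.28) and for CYP6AS1 -1.50 (standard error 0.20). All 4 were called higher in workers, also with the library totals alone, and in each gene both worker samples had more reads than both queen samples. Reads matching a single place were 59.3% of the reads of CYP6AS3 and 84.8% of those of CYP6AS1, whose sequences the counting could have shared with related CYP genes. With single-match reads only, their log2 fold changes were -2.09 and -1.62.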

Four CYP genes are known to metabolise quercetin in the honeybee (CYP6AS1, CYP6AS3, CYP6AS4 and CYP6AS10) [45] and all four have higher expression in workers during mid-larval development. Some CYP genes are involved in pheromone production [44] and possibly caste specific synthesis of mandibular acids [46]. CYP genes have also been linked to termite caste development [47,48].

### Functional classes of genes differentially regulated between queen and worker larvae

Two other families of genes were differentially expressed during caste development (Additional file 1: Table S3). Queens have higher expression of five genes involved in the response to reactive oxygen species (ROS), especially during mid larval development. These genes include catalase, several thioredoxins and a peroxiredoxin. 

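Table S3 gives HTS values at 60 hours for 3 genes of this group. Tpx-1 had an RPKM of 1766 in queens and 802 in workers. Its log2 fold change was 0.62 (standard error 0.10, adjusted p = 0.013 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Trx/Gtx, the thioredoxin/glutaredoxin gene, had an RPKM of 238 in queens and 109 in workers, and its log2 fold change was also 0.62 (adjusted p = 0.015 from the same edgeR test). Trx-2, taken as the paper's thioredoxin 2, had a log2 fold change of 0.49 (standard error 0.14) and was not called (adjusted p = 0.065 from the same edgeR test). With the library totals alone, the log2 fold changes were 1.17 for Tpx-1, 1.16 for Trx/Gtx and 1.03 for Trx-2, and all 3 were called higher in queens. Catalase, which the paper also names, is not among these 3. The gene table gives the symbol Cat to genes at different places. The Cat gene with more reads was called higher in queens, with a log2 fold change of 1.64 (adjusted p = 7.6e-04 from the same edgeR test). The other Cat gene had a log2 fold change of -0.12 and was not called (adjusted p = 0.52 from the same edgeR test). Which of them the paper means was not determined.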

The generation of ROS by the mitochondria has been proposed to be a key mechanism in the aging process [49]. This may reflect an increased respiration rate previously observed in queen larvae [50]. The differential regulation of these genes may influence expression of *vitellogenin*, important in protecting honeybees from oxidative stress [51]. In contrast workers have higher expression of three glutathione-s-transferase genes. 

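At 60 hours GstU1 had an RPKM of 88.7 in queens and 235 in workers, a log2 fold change of -1.92 (standard error 0.13, adjusted p = 0.0011 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The other glutathione-S-transferase genes of Table S3 carry no value at 60 hours there. GstS4 had 87 and 108 reads in the queen samples and 304 and 143 in the worker samples, a log2 fold change of -1.65 (adjusted p = 0.038 from the same edgeR test), which was not called with the library totals alone (adjusted p = 0.052 from edgeR). GstD1 had a log2 fold change of -0.31 and was not called. Its sign changed to 0.23 with the library totals alone.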

Glutathione-s-transferases are important for detoxification of both endogenous (ROS) and exogenous (xenobiotic) compounds [52].

Programmed cell death has a role in reducing ovariole numbers in larval worker ovaries during fourth and fifth larval instars [53,54]. Consistent with this we see higher expression of eleven genes involved in programmed cell death in worker larvae. These belong to two major programmed cell death pathways - apoptosis and autophagic cell death.

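Among the genes that Table S3 lists for programmed cell death with HTS values at 60 hours, cathD had an RPKM of 77.5 in queens and 785 in workers, a log2 fold change of -3.86 (standard error 0.23, adjusted p = 7.6e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). LOC412885 had a log2 fold change of -1.64 and LOC409667 of -1.20, and both were called higher in workers. LOC725570, listed for queens, had a log2 fold change of 0.56 and was not called (adjusted p = 0.085 from the same edgeR test). No reads were counted on the exons of LOC409517 in any of the 4 samples of the gene table. That table gives an exon length of 0 for 1121 genes, and it was not examined whether LOC409517 is among them. The missing reads thus do not tell whether it was expressed. LOC408851, LOC100577943 and LOC411381, whose values at 60 hours in Table S3 are from microarrays, had log2 fold changes of -0.77, -0.97 and -0.94 and were called higher in workers. With the library totals alone the first and the second of these were not called.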

### Hexamerin70b and caste development

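At 60 hours all 4 hexamerin genes were called higher in workers. Hex70a had an RPKM of 189 in queens and 3191 in workers, a log2 fold change of -4.59 (standard error 0.12, adjusted p = 1.7e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Hex110 had an RPKM of 1042 in queens and 20227 in workers, a log2 fold change of -4.79 (standard error 0.17). Hex70c had a log2 fold change of -4.32 (standard error 0.17). HEX70b, the gene with the most reads, had an RPKM of 7528 in queens and 47610 in workers, a log2 fold change of -3.17 (standard error 0.14). It took 1.75% and 1.93% of the exon reads in the queen samples and 11.7% and 11.1% in the worker samples. Reads matching a single place were 78.8% of the reads of HEX70b, and with those alone its log2 fold change was -3.21. With the library totals alone the log2 fold changes of Hex70a, Hex110, Hex70c and HEX70b were -4.05, -4.25, -3.78 and -2.63.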

Hexamerin genes were differentially regulated between castes at several larval time-points. RT-qPCR [55], which is generally considered to be the gold-standard method to measure gene expression [56], was used to confirm that, at 60 hours of larval development, workers have between 20 and 125 fold higher expression of the four hexamerin genes when compared to queens (Figure 3A). Hexamerins are a family of insect amino acid storage proteins that have evolved from the copper-containing hemocyanins of ancestral aquatic insects and crustaceans [57]. A role for the hexamerins has been suggested in caste development in termites, where two hexamerin genes have been shown to facilitate the JH dependent worker to soldier differentiation [58]. Several previous studies have found differences in expression of hexamerin genes between queens and workers implying a possible role for these proteins in caste development [11,15,59].

**Figure 3:**
***Hexamerin 70b *expression biases caste determination towards worker fate. A.** Relative expression of the four hexamerin genes in 60 hour queen and worker larvae as determined by RT-qPCR. Error bars represent the standard error of the mean. Statistical significance was assessed using a one-way ANOVA, *** indicates P < 0.001. **B.** Relative expression of *hex70b* was determined 12 – 18 hours following injection of either *hex70b* or *eGFP* (control) dsRNA using RT-qPCR. Error bars represent the standard error of the mean. Statistical significance was assessed using a one tailed t-test. **C.** The phenotype of emerging bees was assessed using a suite of morphological characteristics (refer to Additional file 1 for more detail). Graph shows the percentage of individuals that developed as queen-like after RNAi against *hex 70b* or *eGFP* (control). Statistical significance was assessed using a t-test, * indicates P < 0.05.

*Hexamerin 70b* (*hex 70b*) is expressed in the fat body and gonads during larval development and its expression, which is regulated by juvenile hormone [59,60], peaks prior to the expression of other hexamerins during larval development [59]. Thus far no biological function has been attributed to hex 70b; it is found in the cytoplasm, nucleus, and in punctate dots in the cytoplasm of cells within the fat body [61], implying that this protein has multiple biological roles, as reported for hex 70a [62].

### Hexamerin70b knock-down

Of the four hexamerins assayed by RT-qPCR (Figure 3A) *hex 70b* showed the smallest fold change between queen and worker larvae (25-fold, Figure 3A). This comparatively small fold-change provides us with the best opportunity, amongst the hexamerins, to knock-down expression of this gene to queen larvae-like levels, even if RNAi treatment is inefficient and knock-down is weak. Given the technical challenge of RNAi in honeybee larvae, and the high expression levels of all the hexamerin genes, we targeted *hex 70b* because moderate knockdown of this gene was more likely to produce queen-like expression levels, and give a clear, measurable, phenotype. RNAi knockdown of *hex 70b* resulted in significant changes (*P* = 0.04) in the proportion of queen-like individuals produced when compared to control injected larvae (Figure 3C). Emerging individuals were classified as queen-like based on the morphology of several key structures (see Additional file 1). While *hex 70b* RNAi produced a statistically significant change in phenotype, we did not see a significant difference in the expression of *hex 70b* between target and control larvae as determined by RT-qPCR (Figure 3B), although we did observe a trend towards lower *hex 70b* expression in the hex 70b RNAi injected group relative to controls. The lack of statistical significance likely reflects the small sample sizes used for RT-qPCR, and large variation in expression of this gene in injected individuals. Samples were taken 12 – 18 hours post-injection for this analysis and it is possible that sampling too early, or too late, may explain why the difference in expression between the target and control groups was not significant.

Knockdown of *hex 70b* biases individuals towards a queen fate (Figure 3C), consistent with the high expression of these genes in worker larvae (Figure 3A). We propose that *hex 70b* has a key role in caste development at a time when we propose a commitment to worker or queen fate is set (Figure 1). This implies that early biases in gene expression between worker and queen larvae can be overcome to change the developmental trajectory of a larva. The possibility that hexamerins are acting to regulate JH activity [63] raises the possibility that we are disrupting the final commitment phase of caste development by reducing *hex 70b* expression, rather than changing the bias in commitment.

#### Gene ontology and pathway analysis

DEGs involved in caste development were categorized by proposed gene function by examining enriched Gene Ontology (GO) terms, (Additional file 1: Table S4) and pathways (Additional file 1: Table S5) taking advantage of well annotated *Drosophila* orthologs of these genes. This analysis further reinforces the idea of unique caste-specific developmental trajectories in female honeybees; queen and worker larvae show different trends in terms of the pathways and processes that are more highly expressed during development. Differential activation of these pathways and processes are likely to reflect the different requirements of the adult phenotypes.

During early development queen larvae have higher expression of genes in pathways involved in cellular maintenance and growth. Genes involved in DNA replication and amino acid metabolism pathways are enriched at 6 hours, and GO terms include nucleotide binding, protein folding and ATPase activity. During mid larval development queen larvae have higher expression of genes involved in energy generation pathways, including the tricarboxylic acid cycle (TCA) and oxidative phosphorylation. This switch to energy generating processes at 84 and 108 hours may reflect in the increased growth rate seen in queen larvae. Worker larvae are heavier than queen larvae up until 84 hours, when queens begin to gain weight faster than workers [64]. In late larval development, queens have higher expression of genes with GO terms associated with proteolysis.

Workers have higher expression of genes involved in amino acid, xenobiotic and general metabolism from early through to mid development. Workers also have higher expression of genes involved in muscle development early in larval development. The higher expression in workers of genes involved in muscle development was also noted by Barchuk *et al.* (2007) [8]. Barchuk *et al.* (2007) suggest that this may represent worker larvae preparing for their adult life as foragers. As the thoracic muscles disappear entirely during metamorphosis [65], this investment must be able to be carried through to adult muscle development to be beneficial to flight muscle strength.

Similar to queens, workers have higher expression of genes involved in proteolysis during late larval development; however, in workers these genes have higher expression at 108 hours in contrast to 132 hours in queens. This temporal shift in gene expression was not a common phenomenon in our data sets (data not shown). The difference in expression of these proteolysis genes may reflect preparation for pupation in queen larvae. In workers, at 108 hours, the expression of these genes is unlikely to be related to pupation but instead may have a role in mediating PCD in the worker ovary [66]. Consistent with this hypothesis we see higher expression of genes involved in apoptotic (cathepsins) and autophagic cell death (*thread* and *Ice*) in workers during mid to late larval development (Additional file 1: Table S3).

#### Alternative splicing of mRNA transcripts and caste development

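The spliceosome genes drawn in Figure 4, those marked for queens and those not, were matched to the deposited gene table by symbol, which gave 32 genes, 24 of them by the name in the figure and the others by an ortholog symbol. At 60 hours their median log2 fold change was 0.25, and 29 of the 32 were above 0. This median lay at the 99.6th percentile of 10000 random sets of tested genes with the same mean expression, whose median was 0.02. For the 26 genes that the figure marks for queens the median was also 0.25, at the 99.1th percentile. The figure marks these genes because the authors found them higher in queens, in data that can include these samples, so that both percentiles depend in part on how the set was chosen. With edgeR's quasi-likelihood test 4 of the 32 were called higher in queens, 12.5% against 6.32% of all tested genes (Fisher's exact test, two-sided, p = 0.14), and 0 were called higher in workers against 12.0% of all tested genes (Fisher's exact test, two-sided, p = 0.027). The paper's legend already gives no spliceosome gene for workers, so that this count is not independent of the set. The absence of calls for workers did not pass 0.05 for the 26 genes marked for queens (Fisher's exact test, p = 0.065), for the 24 matched by name (Fisher's exact test, p = 0.11) or with the library totals (Fisher's exact test, p = 0.26). The called genes were Prp19, with a log2 fold change of 0.87 (standard error 0.12), thoc6 (0.75), U2af50 (0.52) and SF3B3 (0.42). With the library totals alone 27 of the 32 were called higher in queens, 84.4% against 47.3% of all tested genes (Fisher's exact test, p = 2.0e-05), and their median log2 fold change was 0.79, when that of all tested genes was 0.55.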

One set of genes with consistently higher expression in queens were those associated with the spliceosome (Figure 4). This is particularly interesting as spliceosome encoding genes are differentially methylated between castes [22], and a link has been proposed between gene-body methylation and control of alternative splicing in the honeybee [19,21-23] and the ant [24].

**Figure 4:**
**Annotation of genes involved in the spliceosome showing genes that are more highly expressed in queen larvae.** The left hand side of the figure depicts the assembly of the spliceosome on a primary mRNA. Genes encoding proteins involved in the spliceosome are depicted as oblong boxes, with those more highly expressed in queen larvae shown in red and the remaining genes in grey (no genes were more highly expressed in worker larvae). The five small nuclear ribonucleoproteins that make up the spliceosome are depicted as circles (U1-U5). The spliceosome associated complexes Prp19 and EJC/TREX and are also shown.

DNA methylation is believed to be crucial to caste development [18,67] as RNA interference targeting the *de-novo DNA methyltransferase 3* (*Dnmt3*) biases development towards the queen trajectory [18]. Honeybees, similar to other invertebrates, have relatively low overall levels of CpG methylation restricted to gene bodies [19,20]. Over evolutionary time methylated cytosines are more often deaminated to thymines than non-methylated cytosines [68], leaving a signature of low CpG content in methylated gene bodies (which are preferentially methylated in invertebrates [20]). The CpG content of a gene (as measured by the observed versus expected ratio of CpG dinucleotides in a coding sequence or CpG_[o/e]_) can be used to infer the ancestral germ-line methylation state of a gene [69]. While CpG_[o/e]_ ratio does not indicate the current methylation state of a gene, several studies have found good correlation between low CpG_[o/e]_ values and high DNA methylation in the honeybee [19,70,71]. Analysis of the CpG_[o/e]_ ratios for the DEGs implies a dynamic pattern of switching between historically methylated and historically un-methylated transcripts as development proceeds (Additional file 1: Figure S6H). If current DNA methylation is related to CpG_[o/e]_ measurements, as suggested by previous studies, then our data implies a complex and changing relationship between methylation and gene expression during caste development.

DNA methylation of introns and exons has been associated with alternative splicing of mRNA transcripts in diverse species [22,23,72,73]. Differences in DNA methylation have been detected during larval development [74] and knockdown of *Dnmt3* has been shown to cause aberrant splicing in honeybee larvae [75]. Given the proposed link between alternative splicing and methylation in the honeybee [19,21-23], and our evidence implying queens have higher expression of spliceosome related genes (Figure 4) we used our HTS dataset to investigate alternative splicing.

Discovery of alternative transcripts in our datasets indicates that ~50 % of genes expressed in larvae have alternative transcripts. 

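In the deposited gene table 410 of the 9578 genes with at least 1 exon read had more than 1 annotated transcript, or 4.28%. This table gives the transcripts of the annotation. The authors' deposited table of transcripts, which adds those found by transcript discovery, lists 2579 transcripts called higher in queens. They belong to 2312 genes, and 1541 of these genes, or 66.7%, have more than 1 transcript there.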

For DEGs both queens and workers have higher expression of more genes than expected that encode multiple splice variants in larvae (*P* = 0.02 and 0.002) (Figure 5A). However, both queens and workers tend to show higher expression of a single variant only rather than multiple variants of the same gene (Figure 5B). Thus in the majority of cases a single transcript is differentially regulated, while the other transcript(s) for these genes remain constitutively expressed. 

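By the annotated transcripts, 16 of the 495 genes called higher in queens had more than 1 transcript, or 3.23%, against 4.76% of the 7833 tested genes (odds ratio 0.653, chi-square test, p = 0.099, Fisher's exact test, p = 0.1). Of the 942 genes called higher in workers, 46 had more than 1 transcript, or 4.88% (odds ratio 1.03, chi-square test, p = 0.85, Fisher's exact test, p = 0.87). With the genes that the authors' deposited table calls in place of these, the share was 6.50% of 1507 genes for queens (odds ratio 1.53, chi-square test, p = 4.1e-04, Fisher's exact test, p = 7.3e-04) and 4.93% of 284 genes for workers (odds ratio 1.04, chi-square test, p = 0.89). The annotated transcripts leave out those found by discovery, so that these tests do not settle the paper's comparison.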

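Of the 1541 genes with more than 1 transcript in the authors' deposited table, 1293 had 1 transcript listed as higher in queens, or 83.9%. When the read counts of the 2579 listed transcripts were divided by the TMM-scaled library sizes of the gene table, 2394 of them, or 92.8%, were still higher in queens. No test was made on these transcripts, because the table was selected on its own test. Counted over whole genes, 2230 of the listed genes were in the gene table. Of these, 447 were called higher in queens and 3 higher in workers by the edgeR test with TMM factors.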

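In the authors' deposited table of transcripts higher in queens, 2064 genes had 1 listed transcript and 248 had more than 1, or 10.7% of 2312 genes. With the library sizes scaled by the TMM factors, 228 genes had more than 1 listed transcript that was higher in queens. The corresponding transcripts for workers were not analysed here.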

There are, of course, exceptions to this; in queens 11 % of DEGs and 16 % in workers have multiple transcripts that are differentially regulated. In all cases, bar three, these genes are regulated co-ordinately. For three DEGs, splice variants are regulated independently, *i.e.* one transcript of the gene is more highly expressed in queens, another in workers. These genes encode a DNAJ-type chaperone (*LOC408966*), a RNA exonuclease (*LOC413245*) and a TLD-domain containing protein (*LOC100576519*). 

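Counted over whole genes, LOC408966 had an RPKM of 79.4 in queens and 54.1 in workers, and its log2 fold change was 0.04 (standard error 0.11, adjusted p = 0.84 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Only 40.6% of its reads matched a single place. LOC413245 had a log2 fold change of 0.18 (standard error 0.18) and LOC100576519 of 0.59 (standard error 0.15, adjusted p = 0.051 from the same edgeR test). None of the 3 was called, and with the library totals alone all 3 were called higher in queens, with log2 fold changes of 0.58, 0.72 and 1.13. LOC100576519 was close to the threshold and was also called higher in queens with upper-quartile scaling (log2 fold change 0.63, adjusted p = 0.037 from edgeR) and by the DESeq2 Wald test (adjusted p = 0.028).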

While queens and workers both have higher expression of genes that have the capacity to encode multiple splice variants, usually the transcription of only a single variant is affected.

**Figure 5:**
**Association of differentially expressed genes with alternative splicing. (A)** Percentage of genes encoding single (dark bars) and multiple transcripts (light bars) as determined by HTS at 60 hours of larval development. Statistical significance was assessed using a Chi-squared test, * P < 0.05, ** P < 0.01. The number of genes in each category is indicated on the graph. **(B)**. Percentage of DEGs where a single transcript (dark bars) or multiple transcripts (light bars) are differentially regulated. The number of genes in each category is indicated on the graph.

Our analysis indicates that while alternative splicing is abundant in both queen-destined and worker-destined larvae, we find little evidence for alternative splicing contributing to the queen and worker developmental trajectories. That we find specific transcripts of genes that are differentially expressed, against a background of invariant expression of other splice variants, implies that alternative splicing may play a role in caste development, but that this role is neither a simple one nor limited to a specific caste. 

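At least 1 exon read was counted on 9202 and 9139 genes in the queen samples and on 9107 and 9075 genes in the worker samples. When 4949093 reads were drawn from each sample, the queen samples had reads on 9177 and 9139 genes and the worker samples on 9069 and 9052. This draw was chosen after the result of the next one was seen. When 4014175 reads outside the 10 most abundant genes were drawn from each sample, the queen samples had reads on 9105 and 9077 genes and the worker samples on 9093 and 9065, so that the castes overlapped.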

The increase in spliceosome gene expression may reflect an increase in general transcription, with queens expressing more genes than workers, as shown in our HTS data.

Alternative splicing has recently been linked to DNA methylation in the honeybee [19,21-23,75] and the ant [24]. Until recently most of the evidence for a link between alternative splicing and methylation in the honeybee implies that methylation promotes exon skipping [19,22], although evidence exists for promotion of exon inclusion [23,75]. In general, however, alternative transcripts occur more often in methylated genes as compared with unmethylated genes [23]. We know that DNA methylation is integral for worker development [18] and our data, that alternative splicing does not correlate with a particular developmental trajectory, hints at a role for DNA methylation in caste development outside the regulation of alternative splicing.

## Conclusions

Caste development in honeybees is a complex process involving coordinated changes in gene expression triggered by larval diet. Our study indicates that these changes occur earlier than previously thought, implying an early biasing of gene expression in each developing caste, followed by a commitment phase which may be triggered by circulating JH (Figure 1).

Both castes are likely to have changed from the non-social ancestor of honeybees, however we propose that the gene expression profile accompanying the queen developmental trajectory, based on the evolutionary history of the genes expressed, is more similar to that seen in the ancestral non-social bee. The gene expression profile accompanying the worker developmental trajectory represents genes, and gene networks, that are more diverged from this ancestor implying that novel genes and pathways have been co-opted in worker development into regulating this complex polyphenism.

## Methods

### Sample collection

*A. mellifera* larvae were collected from single-drone inseminated queen bees from a closed population of bees (Betta Bees Research Ltd). A subset of newly hatched larvae were grafted (moved with a paintbrush) into queen rearing cells and placed in a queen-less hive. The remainder of larvae were placed in a queen-right hive and raised as workers. Larval samples were collected at 6 hours, 12 hours, 36 hours, 60 hours, 84 hours, 108 hours and 132 hours of larval development. At each time-point four replicate queen and worker samples were collected. Each of the four samples collected at 6 hours contained 20 larvae. At later time-points each sample contained 5 larvae. Samples were snap frozen in liquid nitrogen and stored at −80 °C.

### RNA extraction

Total RNA was extracted from larval samples using TRIZOL® (Invitrogen), and purified using RNeasy columns (Qiagen). RNA integrity was confirmed by gel electrophoresis.

### Microarray detection of differential gene expression

The honeybee microarrays used for this experiment were custom spotted long oligonucleotide microarrays available from the University of Illinois (NCBI GEO Platform GPL15631 (13,440 double spotted oligos representing 13,135 sequences)). At each of the seven time-points four replicate microarrays were performed with dye swaps for two of the four microarrays. 10 μg of total RNA from each sample was amplified and labelled using the Ambion Amino Allyl MessageAmp™ II aRNA Amplification kit. The aRNA was labelled with Alexa Fluor dyes 647 or 555, fragmented (Ambion fragmentation buffer) and hybridised to microarray slides (Ambion slide hybe buffer). Post hybridisation, microarray slides were washed in four wash solutions with increasing stringency before being scanned. Microarrays were scanned with a GenePix 4000B Microarray Scanner (Molecular devices) and images processed, to determine intensity values for each gene in each condition, with the GenePix Pro 4 software (Molecular devices). GenePix results files were analysed with GeneSpring GX 10 (Agilent) using the advanced analysis pathway for analysing generic two-colour microarray data. Lowess normalisation was performed on the data with no baseline transformation. Probes were filtered by flags that were assigned in GenePix Pro 4.0. Any spots flagged as marginal or absent were removed from the analysis. Probes were then filtered by expression with a cut-off of 1000. The statistical significance of differential gene expression was assessed with an unpaired t-test and a P-value of less than 0.05 was considered significant.

### High throughput sequencing (HTS) detection of differential gene expression

Two biologically independent replicate samples of 10 μg of queen and worker RNA from 60-hour larvae were subjected to RNA-seq analysis on a Illumina HiSeq 2000 (service provided by Beijing Genomics Institute). Each of the four samples yielded between 6.97 and 7.37 million 50 bp reads. The reads were filtered and high quality sequence reads were assessed for differentially expressed genes using CLC Genomics Workbench platform software (CLC bio). The RNA-seq tool and *Ab Initio* transcript discovery plug in were used to identify all differentially expressed and alternatively spliced transcripts. 

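In the deposited gene table at least 1 exon read was counted on 9578 of 11156 genes in any of the 4 samples. Including reads on introns, 6193423 and 5896483 reads fell on genes in the queen samples and 6314581 and 6200845 in the worker samples. Reads on introns were 15.7% and 16.1% of these in the queen samples and 13.3% and 15.4% in the worker samples.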

Sequence reads were mapped back to the honeybee genome (Amel_4.5, NCBI) with 85 % of reads mapping to 9578 genes (of the 11156 annotated genes in the honeybee genome). The RPKM (Reads Per Kilobase of exon model per Million mapped reads) was calculated for each transcript. 

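The scaled RPKM of the authors' deposited table equals the RPKM times a factor for each sample. The factor was 0.849 and 0.875 in the queen samples and 1.17 and 1.23 in the worker samples. Before scaling, the median RPKM of the genes with an RPKM above 0 was 12.6 in each queen sample and 9.24 and 8.87 in the worker samples. After scaling it was 10.8 and 11.1 in the queen samples and 10.8 and 11 in the worker samples.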

RPKMs were normalized between biological replicates using scaling normalization [76]. Differentially expressed genes (DEGs) were identified using the Baggerly test, which is similar to a two sample t-test but the test statistic is weighted according to the number of reads in each sample [77], as implemented by CLC Genomics Workbench. 

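A Baggerly test computed on the read counts of the 7833 tested genes called 4956 of them, 4340 higher in queens and 616 in workers. The same test computed on the scaled RPKM in place of read counts called 1935 genes, 1637 higher in queens and 298 in workers. It compares each gene's proportion of the sample's total, so that a factor common to all genes of a sample does not change the proportions.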

Genes that had a false discovery rate corrected P values of less than 0.05 were considered to be differentially expressed. The data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus [78] and are accessible through GEO Series accession number GSE52291 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE52291). *Drosophila* orthologs of the DEGs were obtained using blastx within Blast2GO using default parameters (E value cut-off of 1 x 10^-3^) [79] (Additional file 2). To determine if the microarray and HTS data was of a standard useful for large scale analyses, such as Pathway or Gene Ontology (GO) analysis, several quality control assessments, including extensive quantitative RT-PCR, were performed (Additional file 1: Figure S1).

### Pathway and GO analysis

The enrichment of potential functions of *Drosophila* orthologs of candidate genes identified in the microarray and HTS was identified using the Database for Annotation, Visualisation and Integrated Discovery (DAVID). The background list used for the analysis of the DEGs from the microarrays consisted of the *Drosophila* orthologs of all genes present on the microarray. The HTS background list consisted of the *Drosophila* orthologs of all the genes expressed in larvae at 60 hours. For pathway analysis a P-value cut off of 0.05 was used. The GO cluster analysis was used and any clusters with enrichment scores below 1.0 were discarded.

### Quantitative RT-qPCR

One μg of RNA from independent biological replicate samples of the 12-hour, 60-hour, 84-hour and 108-hour time-points was used to make cDNA using Superscript® VILO™ according to manufacturer’s instructions. Superscript® VILO™ uses random primers to prime first stranded cDNA synthesis, which is recommended for RT-qPCR as it allows for more representative sampling of the mRNA [80]. Oligonucleotide primers were designed using Primer3 [81] and Amplify [82]. Quantitative RT-PCR, normalization and data analysis was performed as previously described [55].

### RNAi

dsRNA was synthesised for *hex 70b* and *eGFP* (control) using the Ambion MEGA®script RNA kit. The dsRNA probe spanned exons six and seven of the *hex70b* transcript. RNAi and larval rearing methods were based on those described in Beye *et al.* 2002 and Kucharski *et al.* 2008 [18,83]. To ensure that results were consistent the RNAi experiment was repeated on three independent occasions (total number of individuals = 43 for *Hex70b* RNAi and 48 for *eGFP* injected controls). For more information see Additional file 1 section.

### Availability of supporting data

The data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession number GSE52291 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE52291).

## Abbreviations

DEGs: Differentially expressed genes; GO: Gene ontology; HTS: High throughput sequencing; JH: Juvenile hormone; RJ: Royal jelly; ROS: Reactive oxygen species.

## Competing interests

The authors declare that they have no competing interests.

## Authors’ contributions

RCC performed the majority of the experiments and contributed to writing the manuscript. EJD assisted with larval RNAi, analysis of experimental data and writing of the manuscript. PKD planned and carried out some of the experiments and contributed to drafting the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **This file contains additional information regarding the validation of the microarrays and high-throughput sequencing by RT-qPCR, the phenotypes generated by larval RNAi, analyses of historical DNA methylation and alternative splicing and GC content of differentially expressed genes.** This file also contains additional materials and methods, oligonucleotide primer sequences, and detailed tables of gene ontology categories. Click here for file

Additional file 2 This file contains lists of differentially expressed genes, and associated information, based on microarray analysis. Click here for file

# Supplementary material for: Biased gene expression in early honeybee larval development
**Source:** BMC Genomics. 2013 Dec 19;14:903. doi: 10.1186/1471-2164-14-903
**Supplement:** Additional file 1 — This file contains additional information regarding the validation of the microarrays and high-throughput sequencing by RT-qPCR, the phenotypes generated by larval RNAi, analyses of historical DNA methylation and alternative splicing and GC content of differentially expressed genes. This file also contains additional materials and methods, oligonucleotide primer sequences, and detailed tables of gene ontology categories.

# Additional File 1: Description of Contents.

## **Quality control analysis for microarray, HTS and RT-qPCR (pages 1-2).**

This section contains information regarding the validation of microarray data and high-throughput sequencing data with RT-qPCR

Additional file 1: Figure S1: Validation of microarrays. (A) Validation of a selection of differentially expressed candidate genes identified by microarray analysis and tested with RT-qPCR. Genes are identified by GB numbers followed by the time-point where expression was tested in brackets. Genes for which a significant difference in expression was confirmed are marked by asterisks. One asterisk indicates  $P < 0.05$ , two indicate  $P < 0.01$  and three indicate  $P < 0.001$ . (B) Correlation between microarrays and HTS data. (C) Correlation between microarrays and RT-qPCR data (D) Correlation between HTS data and RT-qPCR data. Normalised expression ratios were used to calculate Spearman's correlation coefficient (R) and associated P-value for each correlation.

## **RNAi phenotypes (pages 3-7).**

This section contains information and examples of the phenotypes generated in by larval RNAi in honeybees.

Additional file 1: Figure S2: Examples of mandibles from individuals classified as queen-like or workers after RNAi.

Additional file 1: Figure S3: Examples of hind legs from individuals classified as queen-like or workers after RNAi. The red circles indicate areas that differ from the expected phenotype. The first example shows an individual with worker like bristles on the tarsus but no evidence for the corbicula on the tibia. The second individual shows some evidence of corbicula formation (the area without hair) but the rest of the tibia is queen-like.

Additional file 1: Figure S4: Examples of ovaries from individuals classified as queen-like or workers after RNAi.

Additional file 1: Figure S5: Examples of spermathecas from individuals classified as queen-like after RNAi.

## **Historical DNA methylation is associated with caste development in the honeybee (pages 8-10).**

This section details bioinformatics analyses of historical DNA methylation amongst differentially expressed genes.

Additional file 1: Figure S6: Contrasting patterns of DNA methylation are observed between queen and worker larvae as measured by CpG<sub>[o/e]</sub>. The y-axis depicts the number of genes with the specific CpG<sub>[o/e]</sub> values given on the x-axis. In each case the data can be described as a mixture of normal distributions. These distributions are shown for queen in red and worker blue. Graphs show the CpG<sub>[o/e]</sub> distribution for (A) all of the genes represented on the microarray, (B) DEGs during early larval development (6–36 hr), (C) DEGs during mid-larval development (60 hr), (D) DEGs at 84 hr post-grafting, (E) DEGs during late larval development (108–132 hr), (F) all of the genes detected in the HTS analysis, (G) DEGs during

mid- larval development (60 hr) as detected by HTS. (H) The graph shows a difference plot with a negative number on the y-axis denoting over-representation of 'low' CpG<sub>[o/e]</sub> values in the DEGs and a positive number indicating over-representation of 'high' CpG<sub>[o/e]</sub> values in the DEGs at time points throughout larval development (red bars = queens, blue bars = workers). ‡ value could not be determined for DEGs in workers during late development as workers display a unimodal distribution of CpG<sub>[o/e]</sub> values at this time point. Statistical significance was determined using a Fisher's exact test, \*\*\* P < 0.0001.

## **Historical DNA methylation is not associated with alternative splicing during caste development in the honeybee (pages 10-11).**

This section explores the relationship between GC content, rate of evolution and caste-biased expression of genes.

Additional file 1: Figure S7: The y-axis depicts the number of genes with the specific CpG<sub>[o/e]</sub> values given on the x-axis. In each case the data can be described as a mixture of normal distributions. These distributions are shown for genes that encode a single transcript (black lines) and genes that encode multiple transcripts (green lines). Graphs show the CpG<sub>[o/e]</sub> distributions for (A) all genes that are more highly expressed in queens (irrespective of whether individual variants are differentially expressed), (B) genes that are more highly expressed in queens (considering only differentially expressed variants), (C) all genes that are more highly expressed in workers (irrespective of whether individual variants are differentially expressed), (D) genes that are more highly expressed in workers (considering only differentially expressed variants).

## **GC content and evolution (page 12)**

This section explores the relationship between GC content, rate of evolution and caste-biased expression of genes.

Additional file 1: Figure S8 Genes expressed differently during queen and worker development have different GC content. Over- or under- representation of high GC content genes amongst the DEGs (relative to all of the genes found on the microarray or detected by high throughput sequencing). \* P < 0.05, \*\* P < 0.01, \*\*\* P < 0.001.

## **Additional file 1: Supplementary methods (pages 13-14)**

This section provides more detailed information regarding the methods used for RNAi, statistical analysis and determination of historical DNA methylation status for differentially expressed genes.

## **Additional file 1: Supplementary tables 1 – 6 (pages 15-26)**

Additional file 1: Table S1: Primer sequences and efficiencies for RT-qPCR.

Additional file 1: Table S2: Number of differentially expressed genes that have orthologs in *Drosophila melanogaster*.

Additional file 1: Table S3: Families of differentially expressed genes that have a role in caste development.

Additional file 1: Table S4: Gene ontology terms that are enriched during caste development.

Additional file 1: Table S5: Pathways that are enriched during caste development.

Additional file 1: Table S6: Expression of the hexamerin genes during larval development

### **Additional file 1: Supplementary references (pages 27-28)**

# Supplementary results and figures

## Quality control analysis for microarray, HTS and RT-qPCR

Microarrays are valuable tools for gene expression analysis, generating expression data for thousands of genes in a single experiment. They do however have some pitfalls. High levels of background hybridisation can reduce the range over which microarrays can accurately detect changes in gene expression [1]. Furthermore microarray probes can differ in their hybridisation properties and in some cases cross-hybridisation can occur. Finally errors can also be introduced during data analysis. This is especially true if a multiple testing correction is not used. A multiple testing correction was not performed in this analysis as performing any type of multiple testing correction eliminated all candidate genes. In this case it was essential to use other methods to validate the genes identified by the microarrays.

RT-qPCR is considered to be the gold standard for gene expression analysis [2], so it was used to confirm differential expression of a selection of candidate genes identified by the microarrays. Supplementary figure S1A. indicates the relative expression values for the candidate genes. Genes that were significantly differentially expressed between queens and workers are marked with asterisks. Of a total of 39 genes, 16 were confirmed to be significantly differentially expressed between queens and workers. A further two genes were previously published [3] bringing the total to 18 out of 41 genes (44%). This analysis indicates that less than 50% of the genes identified by the microarrays may actually have a role in caste development.

A second quality control analysis was performed using the microarray, HTS data and RT-qPCR data. A correlation analysis was performed by selecting genes that had a two-fold or greater difference in expression between the two castes. The spearman's correlation coefficient (R) was used to determine the strength of the correlation between each of the data sets. Supplementary figure S1B. shows a correlation coefficient of 0.65 between the microarray and RT-qPCR data. The HTS and RT-qPCR have the strongest correlation coefficient of 0.96 (Supplementary figure S1C.) and the HTS and microarray data have a correlation coefficient of 0.85 (Supplementary figure S1D.)

The low R value between the microarray and RT-qPCR data may be a result of the reduced dynamic range of microarrays. Microarray platforms have a tendency to underestimate fold change compared to RT-qPCR [1, 4]. Our correlation results are similar to previous findings which obtained R values of 0.71 when comparing microarray and RT-qPCR data [5] and 0.73 when comparing microarray and HTS data [1].

Although only 44% of the candidate genes confirmed with RT-qPCR the correlation between data sets was good. This indicates that while single genes may not confirm the data set as a whole is satisfactory. This justifies the use of data from the microarrays for large scale analyses such as pathway, GO analysis or CpG o/e analysis. Individual genes will require confirmation with RT-qPCR to confirm they are differentially expressed before being investigated in functional studies.

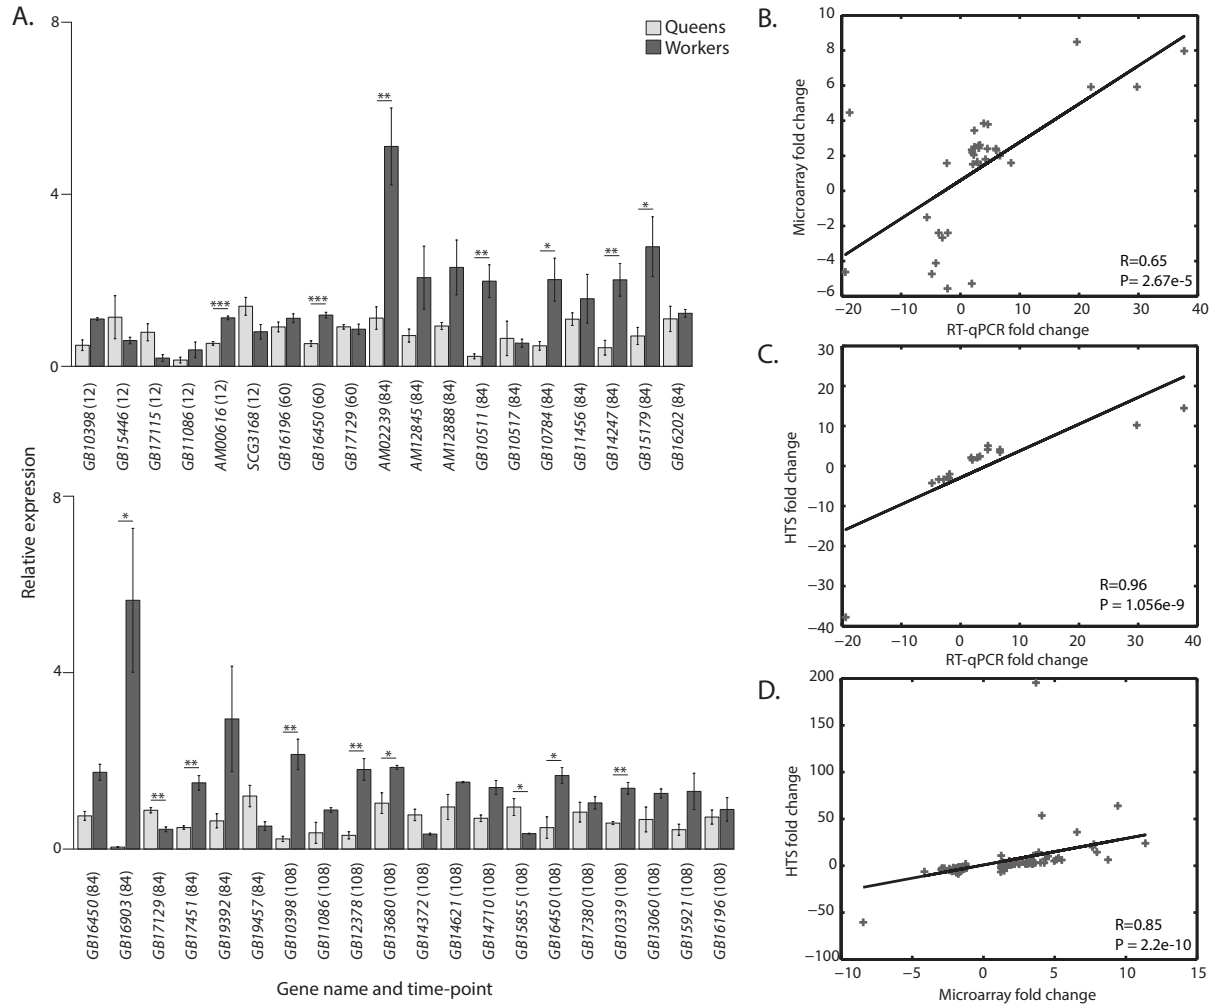

Figure S1: Validation of microarrays. (A) Validation of a selection of differentially expressed candidate genes identified by microarray analysis and tested with RT-qPCR. Genes are identified by GB numbers followed by the time-point where expression was tested in brackets. Genes that showed a significant difference in expression between queens and workers when tested with RT-qPCR are marked by asterisks. \*  $P < 0.05$ , \*\*  $P < 0.01$  and \*\*\*  $P < 0.001$ . (B) Correlation between microarray and RT-qPCR data. (C) Correlation between HTS and RT-qPCR data. (D) Correlation between HTS data and microarray data. Normalised expression ratios were used to calculate Spearman's correlation coefficient (R) and associated P-value for each correlation.

## RNAi phenotypes

Individuals that emerged after injection with dsRNA against *hexamerin 70b* or *egfp* were classified as either queen-like or workers based on the presence or absence of a number of characteristics. Adult queens have claw-like mandibles whereas the mandibles of adult worker bees are smooth (see Supplementary figure S2). Queen-like individuals had varying degrees of curvature in their mandibles. This variation correlates well with developmental time. Individuals that had the shortest developmental time had stronger queen-like features. The photos are arranged with the most queen-like individuals in the top row and individuals with less curvature in the last row.

The legs were also used to classify individuals as queens or workers. The tibia and tarsus on the hind legs are the most phenotypically useful as the tibia of workers contains the corbicula and the tarsus has thick bristles neither of which are present on the legs of queens. Supplementary figure S3 shows the legs of queen-like and worker individuals. Queen-like legs are covered with fine hairs and do not show evidence of the corbicula or bristles. These photos are arranged in the same way as the mandibles with individuals with the strongest queen-like phenotype at the start and the last two photos in the bottom row showing features of both queen and worker legs. These features are highlighted by red circles. The first individual has bristles on one leg but there is no evidence of corbicula formation on the other leg. The last individual shows some evidence of corbicula formation with the area circled in red lacking hair but the rest of the leg has hair on it resembling a queen-like leg.

Another key phenotypic marker of queens is their large ovaries. Supplementary figure S4 indicates examples of queen-like ovaries and worker ovaries. As above photos are arranged to show the individuals with the most queen-like phenotype first. Queen-like individuals have large ovaries with hundreds of ovarioles. Workers tend to have smaller ovaries with less than 10 ovarioles. There is some variation in worker ovary size as indicated by the last two individuals.

The final feature used to classify individuals was the presence or absence of the spermatheca. Supplementary figure S5 shows examples of spermathecas found in queen-like individuals. Workers either did not have spermathecas or they were very small.

To be classified as queen-like individuals were required to resemble queen-like individuals in three of the four characteristics.

Queen phenotypes - Mandibles

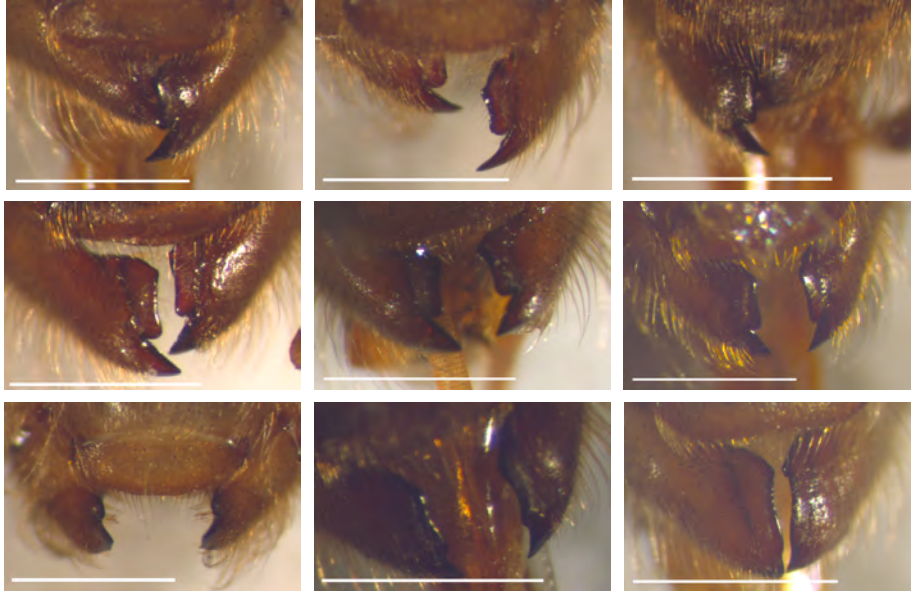

Worker phenotypes - Mandibles

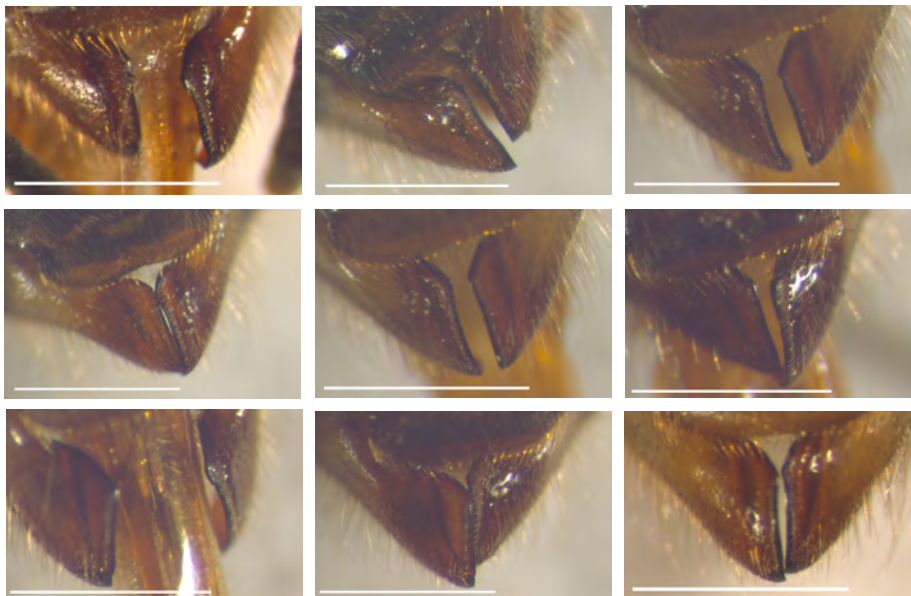

Figure S2: Examples of mandibles from individuals classified as queen-like or workers after RNAi.

### Queen phenotypes - Legs

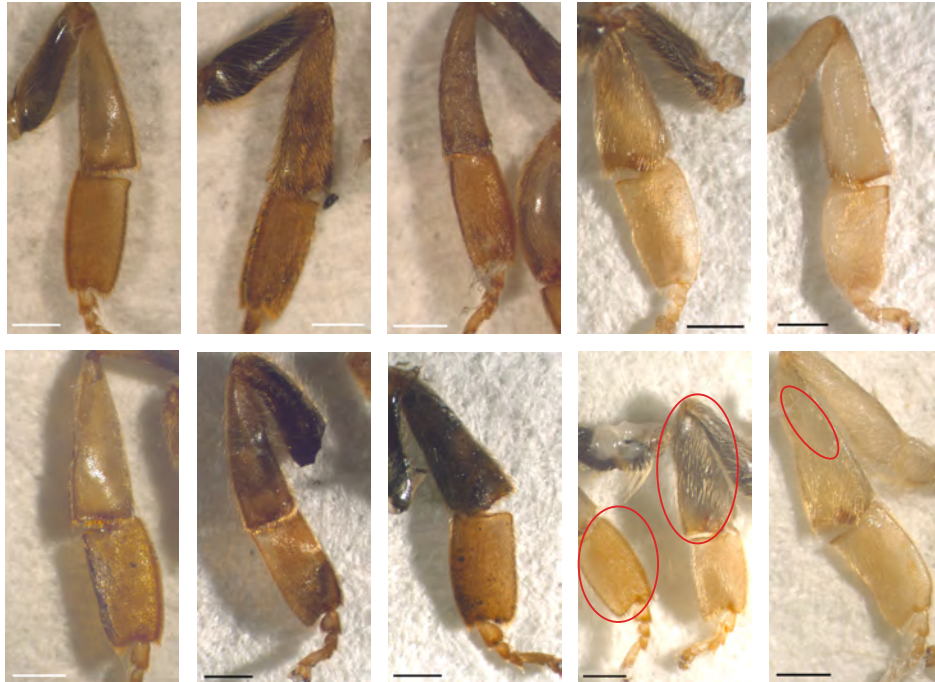

### Worker phenotypes - Legs

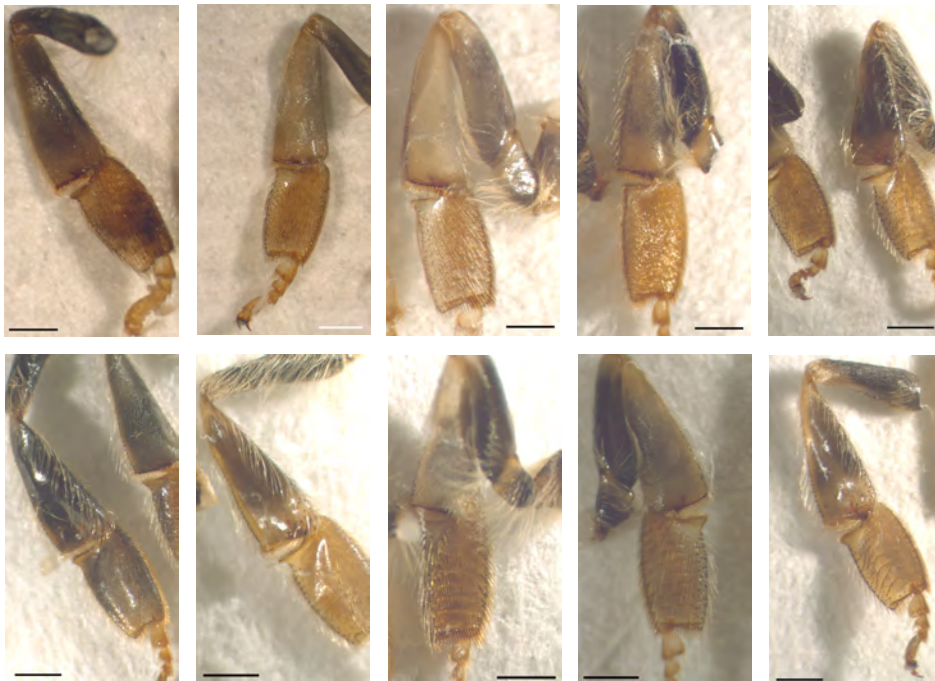

Figure S3: Examples of hind legs from individuals classified as queen-like or workers after RNAi. The red circles indicate areas that differ from the expected phenotype. The first example shows an individual with worker like bristles on the tarsus but no evidence for the corbicula on the tibia. The second individual shows some evidence of corbicula formation (the area without hair) but the rest of the tibia is queen-like.

### Queen phenotypes - Ovaries

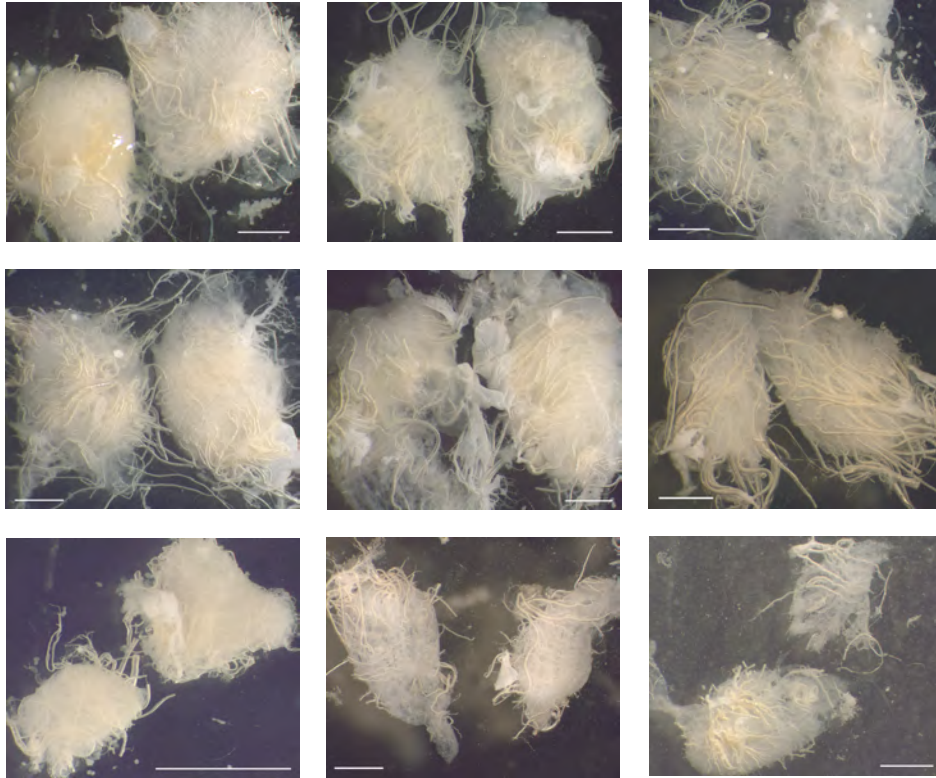

### Worker phenotypes - Ovaries

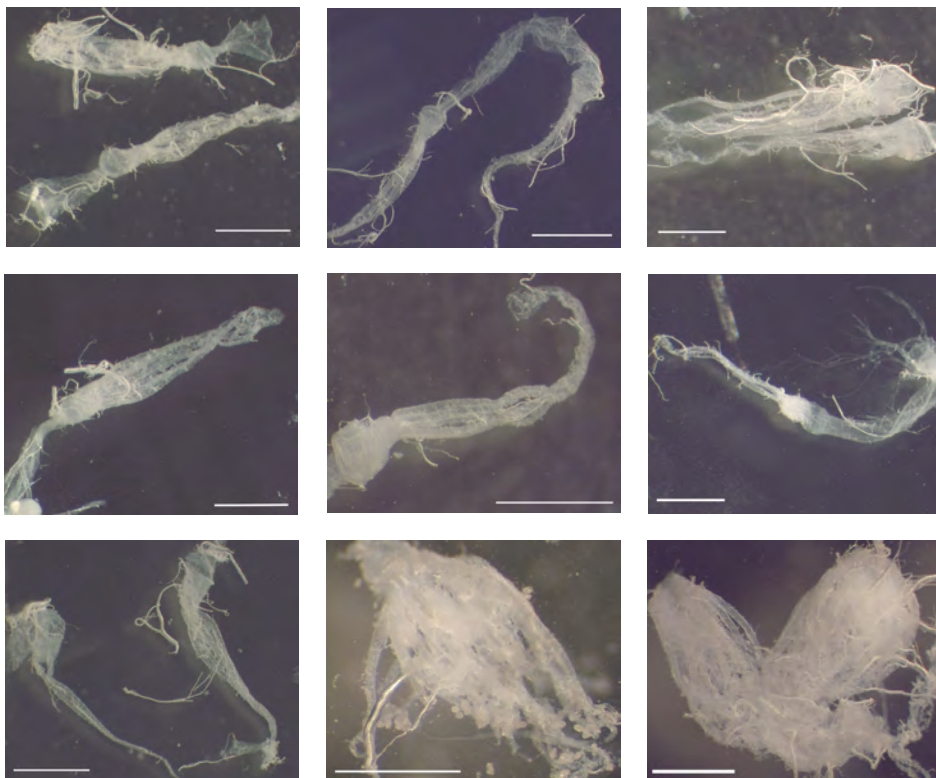

Figure S4: Examples of ovaries from individuals classified as queen-like or workers after RNAi.

Queen phenotype - Spermatheca

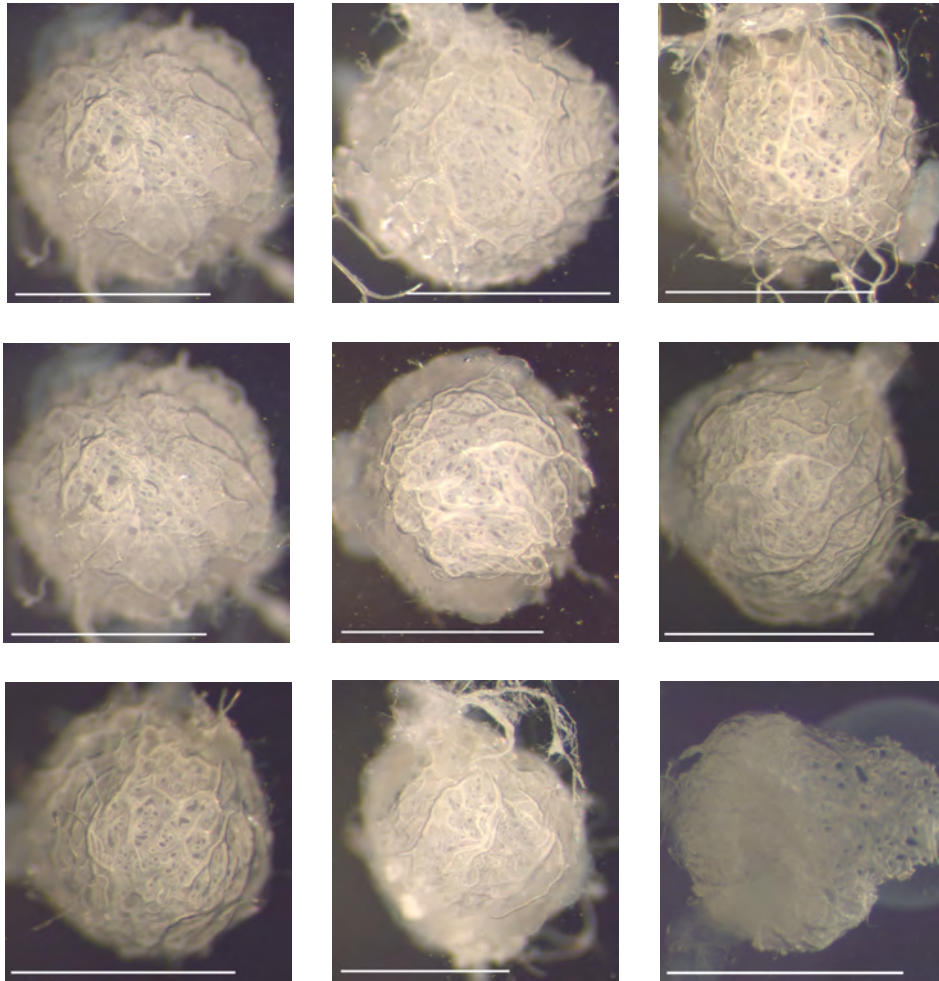

Figure S5: Examples of spermatheca from individuals classified as queen-like after RNAi.

## Historical DNA methylation is associated with caste development in the honeybee.

The CpG[o/e] is a measure of the ancestral methylation state of a gene [6] as 5-methylcytosines become deaminated over evolutionary time to thymines [7], leaving a signature of low CpG content in methylated gene bodies. The CpG[o/e] ratio does not provide information on the current methylation state of a gene, although several studies have found good correlation between genes with low CpG[o/e] values and high levels of actual DNA methylation [8–10].

In the genomes of animals with DNA methylation deamination of methylated cytosine residues over evolutionary time leads to a set of genes that are depleted in the CpG content - and were historically methylated and a set of genes that are not depleted (not historically methylated). Plotting a frequency graph for the CpG[o/e] values for every gene in the genome of an animal with DNA methylation produces a bimodal distribution (actually a mixture of overlapping normal distributions), while doing the same analysis for an animal that lacks DNA methylation produces a unimodal distribution [6]. We analyzed differences in the CpG[o/e] frequency distributions of our differentially expressed genes using mclust model based clustering [11] and statistical significance between the distributions was assessed using the Fisher’s exact test. A difference plot summarizing the deviations from the expected distribution for queen and worker larvae at each point during development is shown in Supplementary figure S6H.

Analysis of the CpG[o/e] ratio for all the genes detected by the microarrays produces a mixture of two normal distributions with peaks at ratios of 0.5 and 1.09 (high and low CpG[o/e] respectively, Supplementary figure S6A). During early larval development (6-36 hr), CpG[o/e] values of genes expressed in workers and queens are different, but both maintain a bimodal distribution (Supplementary figure S6B). Genes more highly expressed in queens tend to have lower CpG[o/e] values (means of 0.44 and 0.86) than those in workers (means of 0.52 and 1.13).

The trend for genes that are more highly expressed in queens to have lower CpG[o/e] values continues through to 60 hr of development (means of 0.39 and 0.95 in queens, and 0.55 and 1.13 in workers) (Supplementary figure S6C) but by 84 hours this trend switches, with genes expressed more highly in workers having lower CpG[o/e] values (0.51 and 1.09) than queens (0.56 and 1.13) implying higher levels of DNA methylation (Supplementary figure S6D.).

In late development (108-132 hours), genes more highly expressed in queens have lower CpG[o/e] ratios, but genes more highly expressed in workers fall into a unimodal distribution (means 0.42 and 0.96 for queens, 0.84 for workers, Supplementary figure S6E).

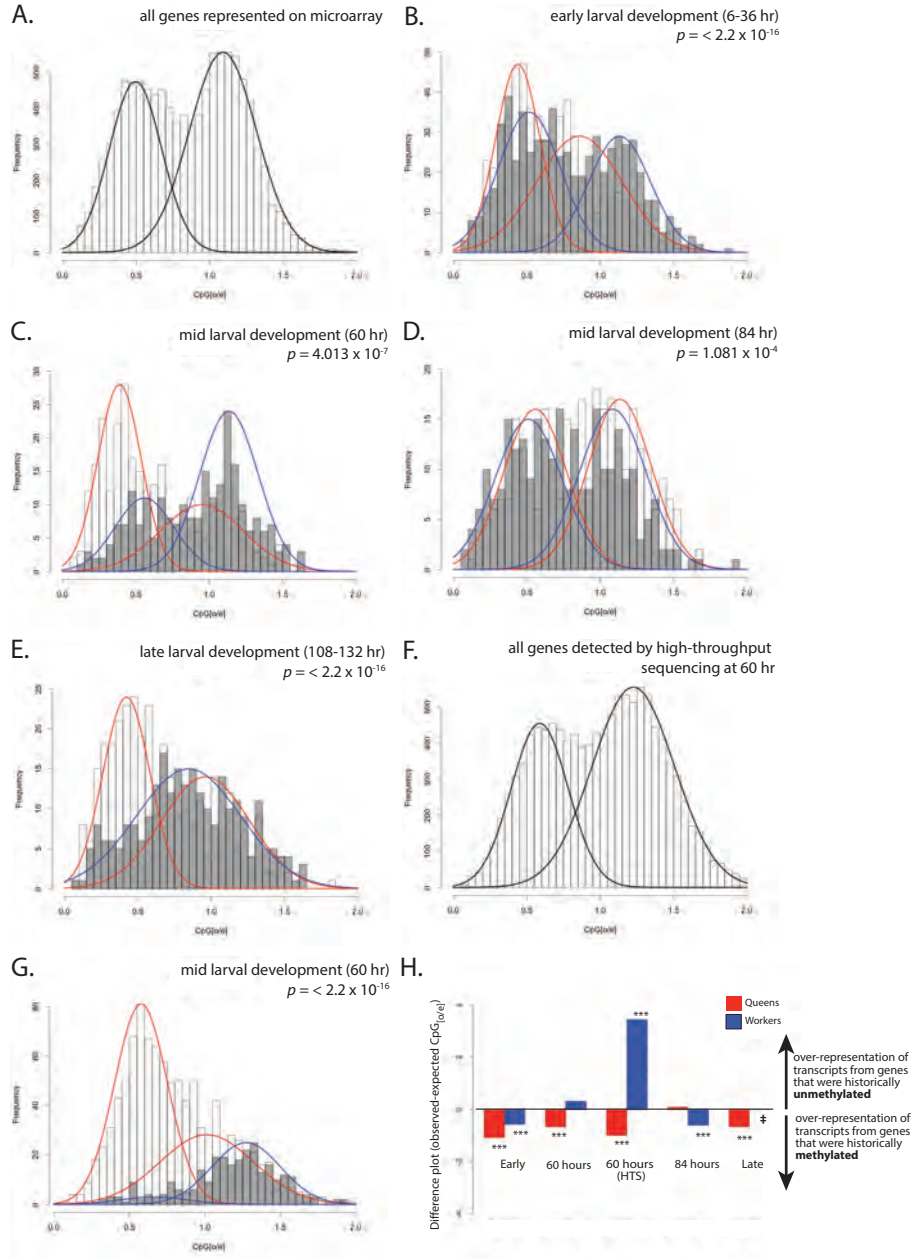

Figure S6: Queens and workers show contrasting patterns in CpG[o/e] distribution for caste specific genes. The y-axis depicts the number of genes with the specific CpG[o/e] values given on the x-axis. In each case the data can be described as a mixture of normal distributions. These distributions are shown for queen in red and worker blue. Graphs show the CpG[o/e] distribution for (A) all of the genes represented on the microarray, (B) DEGs during early larval development (6-36 hr), (C) DEGs during mid-larval development (60 hr), (D) DEGs at 84 hr post-grafting, (E) DEGs during late larval development (108-132hr), (F) all of the genes detected in the HTS analysis, (G) DEGs during mid-larval development (60 hr) as detected by HTS. (H) The graph shows a difference plot with a negative number on the y-axis denoting over-representation of low CpG[o/e] values in the DEGs and a positive number indicating over-representation of high CpG[o/e] values in the DEGs at time points throughout larval development (red bars= queens, blue bars = workers). ‡ value could not be determined for DEGs in workers during late development as workers display a unimodal distribution of CpG[o/e] values at this time point. Statistical significance was determined using a Fishers exact test, \*\*\*  $P < 0.0001$ .

Analysis of our high-throughput sequencing data, from 60 hr of development, yields results consistent with our array data. All the genes detected give a bimodal distribution with means at 0.59 and 1.23 (Supplementary figure S6F) and examining differences between worker and queen transcripts shows is consistent with, but more pronounced than, our microarray derived data. 50% of queen transcripts fall into the low (mean 0.58) distribution, and 50% in the high distribution (mean 1.01), while in workers, 17% fall in a low distribution, but with a higher mean than queens (0.66), and the remainder in a high distribution with a mean of 1.27 (Supplementary figure S6G).

Examining the difference between the CpG[o/e] ratios in queen and worker derived transcripts over larval development shows that queens consistently up-regulate transcripts with low CpG[o/e] ratios, implying that they activate more historically methylated genes than workers. Workers have more dynamic patterns of methylation, with a switch in mid development to transcripts with lower CpG[o/e].

## **Historical DNA methylation is not associated with alternative splicing during caste development in the honeybee.**

To determine if patterns of alternative transcription are related to historical DNA methylation, we examined the CpG[o/e] ratios of all DEGs stratified by whether these DEGs encode a single or multiple transcripts (Supplementary figure S7A,C). In both queens and workers genes that encode multiple transcripts in larvae have higher CpG[o/e] ratios than those that encode a single transcript; queen means 0.55 and 0.98 for single transcripts and 0.62 and 1.11 for multiple transcripts, worker mean 1.17 for single transcripts and 0.63 and 1.36 for multiple transcripts. If splice variants that are not differentially regulated are excluded from this analysis we see the same trend; genes that encode a single differentially regulated splice variant have lower mean CpG[o/e] ratios (means 0.59 and 1.02) than those that express multiple differentially regulated transcripts (means 0.74 and 1.34). This analysis is only statistically significant in queens likely due to the small sample sizes in workers (Supplementary figure S7B,D).

These analyses indicate that while both queens and workers both up-regulate genes that have the capacity to encode multiple splice variants usually the transcription of only a single variant is affected. In cases where multiple transcripts are coordinately regulated these genes have a high CpG[o/e] distribution (and by inference, low levels of historical DNA methylation). This indicates that historical DNA methylation is not associated with alternative splicing during larval development in the honeybee.

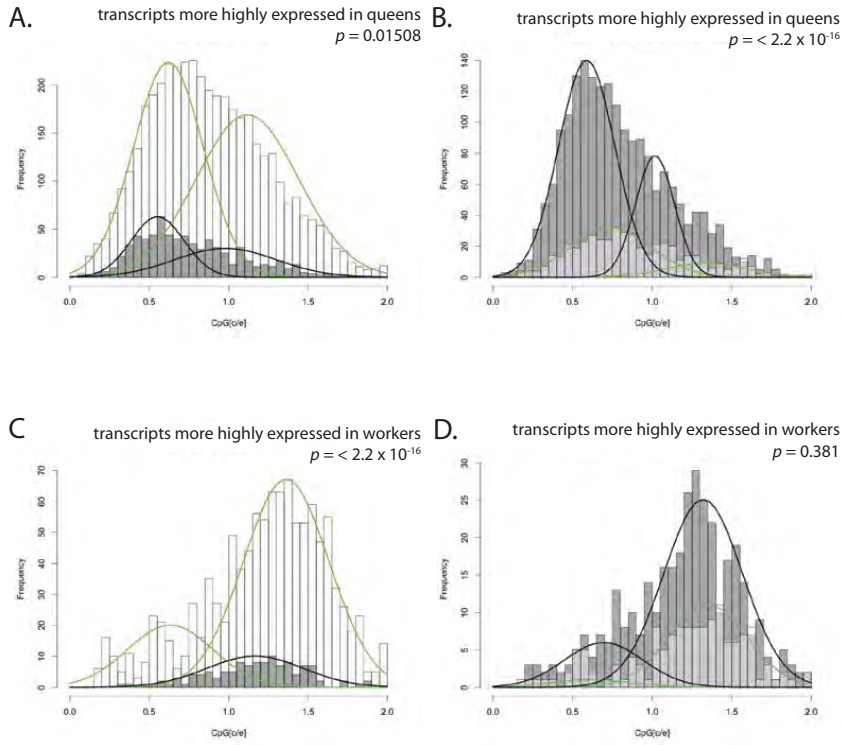

Figure S7: The y-axis depicts the number of genes with the specific CpG[o/e] values given on the x-axis. In each case the data can be described as a mixture of normal distributions. These distributions are shown for genes that encode a single transcript (black lines) and genes that encode multiple transcripts (green lines). Graphs show the CpG[o/e] distributions for (A) all genes that are more highly expressed in queens (irrespective of whether individual variants are differentially expressed), (B) genes that are more highly expressed in queens (considering only differentially expressed variants), (C) all genes that are more highly expressed in workers (irrespective of whether individual variants are differentially expressed), (D) genes that are more highly expressed in workers (considering only differentially expressed variants).

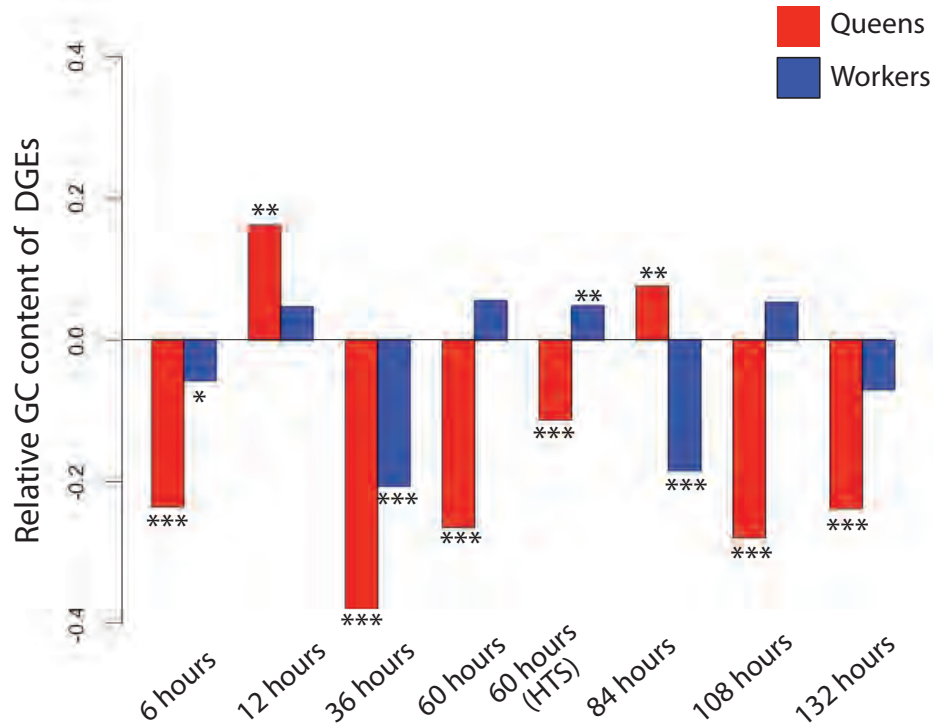

Figure S8: Genes expressed differently during queen and worker development have different GC content. Over- or under- representation of high GC content genes amongst the DEGs (relative to all of the genes found on the microarray or detected by high throughput sequencing). \*  $P < 0.05$ , \*\*  $P < 0.01$ , \*\*\*  $P < 0.001$ .

## GC content and evolution

Genes with high GC content can occur due to biased gene conversion owing to recombination [12] and previous studies have shown that such genes have high rates of molecular evolution and are associated with worker-biased gene expression [13, 14]. Analysis of the GC content of genes differentially expressed between castes during larval development (Supplementary figure S8) reveals that at the majority of time points both castes are biased towards differential expression of genes with a low GC content, and lower rates of sequence evolution [13]. At 12 hours and 84 hours of queen larval development, genes that are more highly expressed have a higher than expected GC content (Supplementary figure S8). In contrast genes that more highly expressed at 60 hours (as detected by HTS) have a higher than expected GC content in worker-destined larvae. This may indicate that at these specific time-points, genes that are expressed in a caste specific manner are faster-evolving, and may be important for the evolution of new traits associated with caste development.

# Supplementary methods

## RNAi and larval rearing

Larval injections were performed with a needle created from borosilicate capillary glass tubes (Warner Instruments). Needles were placed in a Singer MK1 Micromanipulator (Singer Instruments) and a PLI-100 Pico Injector (Harvard Apparatus) was used to deliver the injections at a pressure of 60 kPa. All larval manipulations were performed in a heated and humidified chamber. L2-L3 larvae were removed from the comb and injected with 25 ng of dsRNA. Larvae were then placed in 24 well cell culture plates (Griener), each well containing 200  $\mu$ l of larval diet (18% fructose (D(-) Sigma-Aldrich), 18% glucose(D(+)) Sigma-Aldrich), 3% granulated yeast (Sigma-Aldrich) solution (60%) and royal jelly (Exportim, Australia) (40%). The cell culture plates were stored in an incubator at 34 °C with a saturated solution of potassium sulphate. Larvae were fed daily with 50 -100  $\mu$ l of larval diet and dead larvae were removed. When larvae stopped feeding they were transferred to 60 x 15 mm Petri dishes lined with nylon mesh. On emergence the phenotype of each individual was characterised as queen-like or worker based on the shape of the mandibles, presence of hair on the legs, number of ovarioles and the presence of a spermetheca.

## RT-qPCR

1  $\mu$ g of RNA from the 12 hr, 60 hr, 84 hr and 108 hr time-points was used to make cDNA using Superscript VILO<sup>TM</sup> according to manufacturer’s instructions. Oligonucleotide primers were designed using Primer3 [15] and Amplify [16] to span introns (where possible). The primer set and amplification efficiency for each gene is supplied in supplementary table 1. Quantitative RT-PCR, normalization and data analysis was performed as described in Cameron *et al.* 2013 [3].

## Statistical analyses

Fisher’s exact and  $\chi^2$  tests were performed using R, which is a statistical analysis and graphics software environment (R Development Core Team 2008). P values < 0.05 were considered to be significant.

R was also used to determine the Spearman’s correlation coefficients for the quality control analysis (Supplementary figure S1B-D). Log expression ratios were obtained for genes that showed a two-fold change in expression between the castes in both the microarray and HTS data sets. Normalised expression ratios were calculated for the RT-qPCR data using the Pfaffl method as mentioned previously.

The expression ratios from each data set were graphed as linear regression plots using Matlab ([17]). As very few genes were tested with RT-qPCR at the 60 hr time-point, genes from the surrounding time-points (84 hr and 108 hr) were compared to the 60 hr HTS data in the correlation analysis. The technologies were compared in pairwise analyses in R to determine the Spearman’s correlation coefficient and P value.

## CpG[o/e] and GC content analysis

CpG[o/e] values for the microarray data were calculated using the sequence data file (Official GeneSet\_Array.txt) [18]. The CpG[o/e] values for the HTS data were calculated using sequence data from the coding regions from *A. mellifera* genes (Amel\_4.5, NCBI). Sequence statistics were generated using the Geomatrix software suite [19]. CpG[o/e] values were calculated from these statistics using the calculation described by Elango *et al.* (2009) [6]. The distributions of CpG[o/e] within honeybee genes can be described as a mixture of overlapping normal distributions [6]. The number of components in these distributions was estimated in R ([www.r-project.org](http://www.r-project.org)) using mclust [11] model-based clustering. The best fitting model was identified among several non-nested models using Bayesian information criteria (BIC). The Fishers exact test was used to determine whether there were differences between samples in the numbers of genes classified under each of the distributions identified in mclust. GC content was calculated from the nucleotide composition of honeybee coding genes. Genes with a GC content of  $> 38\%$  were classified as GC rich and genes with a GC content of  $< 38\%$  were classified as GC poor [13]. The occurrence of GC rich and GC poor genes within our differentially expressed gene lists was compared with the expected occurrence based on GC content of all the genes on the microarray or detected as expressed by high throughput sequencing using a  $\chi^2$  test.

## Supplementary tables

Table S1: Primer sequences and efficiencies for RT-qPCR

Table S2: Number of differentially expressed genes that have orthologs in *Drosophila melanogaster*

Table S3: Families of differentially expressed genes that have a role in caste development

Genes involved in JH synthesis, degradation or response

\* Caste is indicated with Q for queen and W for worker

Table S4: Gene ontology terms that are enriched during caste development

HTS

Queens

Workers

Table S5: Pathways that are enriched during caste development

Table S6: Expression of the hexamerin genes during larval development

\* alternative transcripts are indicated with numerals. Gene expression information for these alternative transcripts was obtained from HTS data only

# Bibliography

- [1] Marioni, J.C., Mason, C.E., Mane, S.M., Stephens, M., Gilad, Y.: RNA-seq: An assessment of technical reproducibility and comparison with gene expression arrays. *Genome Res.* **18**(9), 1509–1517 (2008). doi:10.1101/gr.079558.108. <http://genome.cshlp.org/content/18/9/1509.full.pdf+html>
- [2] Bustin, S.A., Benes, V., Garson, J.A., Hellemans, J., Huggett, J., Kubista, M., Mueller, R., Nolan, T., Pfaffl, M.W., Shipley, G.L., Vandesompele, J., Wittwer, C.T.: The MIQE guidelines: minimum information for publication of quantitative real-time pcr experiments. *Clinical Chemistry* **55**(4), 611–622 (2009). doi:10.1373/clinchem.2008.112797. <http://www.clinchem.org/content/55/4/611.full.pdf+html>
- [3] Cameron, R., Duncan, E., Dearden, P.: Stable reference genes for the measurement of transcript abundance during larval caste development in the honeybee. *Apidologie*, 1–10 (2013). doi:10.1007/s13592-012-0187-0
- [4] Yuen, T., Wurmbach, E., Pfeffer, R.L., Ebersole, B.J., Sealton, S.C.: Accuracy and calibration of commercial oligonucleotide and custom cDNA microarrays. *Nucleic Acids Res.* **30**(10), 48 (2002). doi:10.1093/nar/30.10.e48. <http://nar.oxfordjournals.org/content/30/10/e48.full.pdf+html>
- [5] Morey, J., Ryan, J., Van Dolah, F.: Microarray validation: factors influencing correlation between oligonucleotide microarrays and real-time PCR. *Biol. Proced. Online*. **8**, 175–193 (2006)
- [6] Elango, N., Hunt, B.G., Goodisman, A.D. Michaels, Yi, S.V.: DNA methylation is widespread and associated with differential gene expression in castes of the honeybee, *Apis mellifera*. *Proc. Natl. Acad. Sci. U. S. A.* **106**(27), 11206–11211 (2009). doi:10.1073/pnas.0900301106. <http://www.pnas.org/content/106/27/11206.full.pdf+html>
- [7] Coulondre, C., Miller, J.H., Farabaugh, P.J., Gilbert, W.: Molecular basis of base substitution hotspots in *Escherichia coli*. *Nature* **274**, 775–780 (1978)
- [8] Lyko, F., Foret, S., Kucharski, R., Wolf, S., Falckenhayn, C., Maleszka, R.: The honey bee epigenomes: differential methylation of brain DNA in queens and workers. *PLoS Biol.* **8**, 1000506 (2010). doi:10.1371/journal.pbio.1000506
- [9] Foret, S., Kucharski, R., Pittelkow, Y., Lockett, G.A., Maleszka, R.: Epigenetic regulation of the honey bee transcriptome: unravelling the nature of methylated genes. *BMC Genomics* **10**, 472 (2009)

- [10] Sarda, S., Zeng, J., Hunt, B.G., Yi, S.V.: The evolution of invertebrate gene body methylation. *Mol. Biol. Evol.*, (2012). doi:10.1093/molbev/mss062. <http://mbe.oxfordjournals.org/content/early/2012/03/21/molbev.mss062.full.pdf+html>
- [11] Fraley, C., Raftery, A.E.: Enhanced model-based clustering, density estimation, and discriminant analysis software: Mclust. *Journal of Classification* **20**, 263–286 (2003). doi:10.1007/s00357-003-0015-3
- [12] Duret, L., Galtier, N.: Biased gene conversion and the evolution of mammalian genomic landscapes. *Annu Rev Genomics Hum Genet* **10**, 285–311 (2009)
- [13] Kent, C.F., Minaei, S., Harpur, B.A., Zayed, A.: Recombination is associated with the evolution of genome structure and worker behavior in honey bees. *Proc. Natl. Acad. Sci. USA* **109**, 18012–18017 (2012)
- [14] Kent, C.F., Minaei, S., Harpur, B.A., Zayed, A.: Reply to hunt et al.: Worker-biased genes have high guaninecytosine content and rates of nucleotide diversity in the honey bee. *Proc. Natl. Acad. Sci. USA* **110**, 447 (2013)
- [15] Rozen, S., Skaletsky, H.: Primer3 on the WWW for General Users and for Biologist Programmers. *Bioinformatics Methods and Protocols. Methods in Molecular Biology*, vol. 132, pp. 365–386 (1999). <http://www.springerprotocols.com/Abstract/doi/10.1385/1-59259-192-2:365>
- [16] Engels, B.: Amplify3. <http://engels.genetics.wisc.edu/amplify/>
- [17] MATLAB: Version 7.10.0 (R2010a). The MathWorks Inc, Natick, Massachusetts, (2010)
- [18] Honeybee Oligonucleotide Microarray. [http://www.biotec.uiuc.edu/centers/Keck/Functional\\_genomics/Honey%20Bee%20Oligo.htm](http://www.biotec.uiuc.edu/centers/Keck/Functional_genomics/Honey%20Bee%20Oligo.htm)
- [19] Geomatrix Software Suite. <http://www.genomatix.de/cgi-bin/tools/tools.pl>

How the deposited data were processed for this re-analysis (not part of the article)

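RNA-seq of honeybee larvae at 60 hours was analysed, with 2 samples of queen larvae and 2 of worker larvae, each a pool of 20 larvae. The samples were assigned to caste and replicate from their labels and the paper's methods. The microarray data, the other time points and the RT-qPCR data were not analysed here.

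The authors mapped the reads to Amel_4.5 with CLC Genomics Workbench and deposited read counts per gene, on exons and on exons with introns, with reads that match several places included, and counts of single-match reads beside them. The authors computed the RPKM from the exon reads, the exon length and the reads mapped to genes. The authors also deposited a scaled signal, which is the RPKM times a factor for each sample. The deposited p-values and test scores are the authors' own, from the Baggerly test of queens against workers. Other deposited columns give exon lengths, numbers of transcripts and positions, as the authors exported them. A further deposited table lists counts, RPKM, fold changes and p-values of transcripts, and all of its transcripts are higher in queens. Its scaled signal is the RPKM of a transcript as a part of the sum over the listed transcripts.

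From these files the exon read counts were compared with edgeR 4.0.16 under R 4.3.3, with TMM factors, the filter filterByExpr and a quasi-likelihood test without a block for the replicate number. Genes with a Benjamini-Hochberg adjusted p-value below 0.05 were called. The design had been written for transcripts, and the counts of all features are per gene, so that the tests were made on genes. Alternatives were DESeq2 1.42.0 (its Wald test, and its size factors within edgeR), library totals, library totals without the 10 most abundant genes, upper-quartile scaling, no filter beyond a total of 1 read, at least 10 reads in every sample, limma 3.58.1 on log2(RPKM + 1) and log2(RPKM + 0.1), a recomputed Baggerly test, stricter thresholds, and the replicate number as a block. For limma, genes with an RPKM of at least 1 in 2 or more samples were kept. Replicate numbers come from the labels, and samples with the same number are different larvae. Leaving out a sample leaves a caste with 1 sample, so that these fits gave fold changes only. Standard errors of log2 fold changes were derived from the fold change and the F statistic of edgeR.

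The read totals per sample allow log2 fold changes of well-covered genes with standard errors near 0.10, and the spread between the 2 samples of a caste limits the precision elsewhere. A fold change against samples that all have at most 3 reads is given as a lower bound. The tests were tried on simulated counts with the real means and library sizes, in which 200 of 7759 genes were changed. The edgeR test with TMM factors recovered 75.5% of them with 4 false calls, DESeq2 73.5% with 1 and the Baggerly test 77.5% with 474. When the 10 most abundant genes were also raised 5-fold in workers, among 7638 genes the edgeR test made 9 false calls with TMM factors and 2475, all higher in queens, with library totals. The simulation shows how each scaling treats such a shift and does not tell whether the larvae differed in total RNA. The rise was applied to the mean share of each gene over the 4 samples. The 10 genes thus took a larger part of the simulated worker reads than in the larvae (24.9% and 23.4%). All simulated genes also shared a common dispersion, so that the numbers of false calls do not carry over to the larvae.

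Genes named in the text are taken from those that the paper names in its text, Figures 2 and 4 and Tables S3 and S6, some of which have no HTS value at 60 hours there, and from the 5 called genes with the largest log2 fold change in each direction among those with a mean RPKM of at least 10 and no overlap between the castes. Gene names are those of the deposited table, and scaffold positions were not used. Orthologs, the CpG ratio and the GC content of genes, the transcripts higher in workers and the worker side of the splice variant counts were not analysed here. Spliceosome genes were matched by symbol, and their median was compared with 10000 random gene sets matched on mean expression. Plots were drawn with matplotlib 3.10.9 and tables with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1.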

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

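The tests of the Osi genes below were chosen only after the result was seen, and the test of LOC406147 was chosen after the data had been examined and before its own result was seen. The genes in this part were picked because they change most among genes for which the text of the paper gives no HTS value, so that the size of their change is no evidence of stability.

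LOC406147 had a log2 fold change of -10.34, Vg of -7.56 and LOC724239 of 4.95, and Vhdl, LOC552523 and LOC727243 were at least 474-fold, 123-fold and 166-fold higher in workers. Each stood out because the text of the paper gives no HTS value for it while its reads in a caste were far above the smallest number the depth can show. The paper's lists of microarray genes at 60 hours were not searched for these genes. For LOC406147, reads shared between similar genes are an unlikely source, since its log2 fold change was also -10.34 with single-match reads. For LOC727243 25.4% of the reads matched a single place, and with those alone it was still called higher in workers (adjusted p = 0.0044 from edgeR). Its log2 fold change was then -7.61, against -8.77 with all reads. Scaling of the libraries shifts all genes by the same amount and could not produce differences of this size, as the log2 fold change of LOC406147 was -9.81 with library totals alone. A difference between castes in larval stage, diet, rearing hive or grafting could not be separated from caste with these samples. The biological reading, that these genes differ by caste at 60 hours, remains a hypothesis from 2 samples per caste.

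LOC726094, Osi18 and Osi19 had log2 fold changes of 8.50, 6.89 and 6.53 in queens, and stood out for the same reason. Their reads differed widely between the queen samples, 3596 and 110 for LOC726094. Reads shared between similar genes are an unlikely explanation, since 100% of the Osi18 reads matched a single place. A candidate explanation is a difference between the queen samples that covers the Osi genes together, such as in the stage of the larvae, since 100% of the 6 tested Osi genes were higher in queen replicate 1 than in queen replicate 2. Of these 6, Osi18 and Osi19 had been picked for their change and the other 4 had not. At least 8-fold differences between the queen samples were found for 2 of the 6, so that the difference was not of the same size in all of them. Between the queen samples 32 genes were at least 8-fold apart, and 16 between the worker samples. The size of their change depends on the queen sample and cannot be told apart from that difference. Its direction did not rest on queen replicate 1, since the reads in the worker samples were 6 and 1 for LOC726094, 21 and 8 for Osi18 and 27 and 8 for Osi19, and without queen replicate 1 the log2 fold changes were 4.52, 4.58 and 5.08.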

How the results depend on the processing

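The settings compared in this part were set before the data were examined, except the Baggerly test on the scaled RPKM, the single-match reads and the spliceosome genes matched by name only, which were chosen after seeing the data. Snf and Hsc70-4 had been left out of the spliceosome list by mistake and were put back after a run without them had been seen, which gave a median log2 fold change of 0.22 at the 98.6th percentile of random sets. The count of DEGs was 1437 and the share higher in queens 34.4%. With library totals only, 4191 genes were called and the share was 88.4%. Without the 10 most abundant genes in the totals the share was 68.7%, with upper-quartile scaling 40.6%, with the Baggerly test on read counts 87.6% of 4956 genes, with limma on log2(RPKM + 1) 87.7% of 3970 genes and with limma on log2(RPKM + 0.1) 87.7% of 3893 genes, and with the Baggerly test on the scaled RPKM 84.6% of 1935 genes. A fold change of at least 2 left 693 genes with a share of 21.5%, and an adjusted p-value below 0.01 left 458 genes with a share of 16.8%. Size factors of DESeq2, its Wald test, the other filters, single-match reads and the block kept the share between 33.0% and 36.4%. The median log2 fold change of all tested genes was 0.01, and 0.55 with library totals and 0.25 with the total without the 10 most abundant genes. The library totals are compared with the TMM factors in every gene, so that the direction of a change smaller than these shifts can depend on the scaling.

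With the replicate number as a block, 1223 genes were called, 404 higher in queens and 819 in workers, a share of 33.0%. The deviations of samples with the same number from their caste means had a correlation of -0.04 over genes, and these samples are different larvae. Under the block 1 spliceosome gene was called higher in queens. The median log2 fold changes of the hexamerin, CYP and spliceosome genes were then -4.46, -1.38 and 0.25. The odds ratio of genes with several transcripts among those higher in queens was then 0.494 (chi-square test, p = 0.027), against 0.653. The absence of spliceosome genes called higher in workers then gave p = 0.073 (Fisher's exact test). The adjusted p-values of LOC726094, Osi18 and Osi19 from edgeR were then 9.2e-04, 0.0021 and 3.9e-04, against 0.048, 0.024 and 0.012.

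The median log2 fold change of the hexamerin genes was -4.46, and -3.91 with library totals and -4.21 without the 10 most abundant genes. All 4 were called higher in workers in each of these settings. It lay between -4.54 and -4.36 across the 4 fits that each left out a replicate. The median of the CYP genes was -1.35, and -0.81 with library totals, and lay between -1.52 and -1.18 across the fits that left out a replicate. The median of the spliceosome genes was 0.25, and 0.79 with library totals, 0.50 without the 10 most abundant genes, 0.29 with upper-quartile scaling and 0.29 for the genes matched by name only, and lay between 0.24 and 0.27 across the fits that left out a replicate. Of the 32 spliceosome genes 29 had a log2 fold change above 0, and 23 without worker replicate 1. The other fits that left out a replicate gave 28, 29 and 31. The number called higher in queens was 4, and 27 with library totals and 15 without the 10 most abundant genes.

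The median RPKM of the genes higher in queens was 29.1, and 42.0 over the caste with the higher expression and over the queen samples, 16.0 over the worker samples, 50.0 for the authors' deposited calls and 21.0 with library totals. For the genes higher in workers it was 26.8, and 32.2 over the caste with the higher expression and over the worker samples, 20.3 over the queen samples and 64.7 for the authors' deposited calls. With library totals it was 24.7, above the 21.0 of the genes higher in queens. That is the paper's order and the reverse of the order of 26.8 and 29.1. The odds ratio of genes with several transcripts among those higher in queens was 0.653, and 1.53 for the authors' deposited calls, 1.15 with library totals, 1.22 with the Baggerly test and 0.577 with a background matched on expression (p = 0.034). Among those higher in workers it was 1.03, and 0.987 with the Baggerly test and 0.895 with the matched background. The cause of these changes was not tested.

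The 61 genes examined singly leave out catalase, the spliceosome genes and the CYP genes that the paper does not list at 60 hours. Among the 61, library totals changed the sign for CYP302A1 (0.22), GstD1 (0.23), LOC552756 (0.02) and LOC552722 (0.44). The totals without the 10 most abundant genes did so for LOC552722 (0.15). None of these was called in that setting. Leaving out a replicate changed the sign of CYP6BD1 (range -0.08 to 0.11), CYP303A1 (-1.46 to 1.29), jhamt (-0.57 to 0.92), LOC100577486 (-0.25 to 1.89), LOC552722 (-0.26 to 0.08) and LOC408966 (-0.03 to 0.11). Among the same genes, library totals made 8 pass the threshold and 5 fall below it with the same sign, besides LOC552756, which fell below it and changed its sign, and upper-quartile scaling 1 and 3. The totals without the 10 most abundant genes made 3 pass and 4 fall below, the DESeq2 Wald test 2 and 2, the block 1 and 3 and single-match reads 2 and 3. LOC100576519 (0.59) was called higher in queens in each of these settings.

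No fit with a replicate left out gave a count of DEGs, a share or a call, since a caste is then left with 1 sample. The settings that sum counts per gene were not run, since the counts are per gene. For the transcripts listed by the authors, library totals, the block and the Baggerly test were not run, and no paired analysis was possible because the table holds only transcripts selected by the authors' test. The settings meant for a table without counts do not apply. Depth limits genes such as CYP336A1, with at most 14 reads in a sample, which was not called under the block or by DESeq2.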

Differences from the paper's values

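The paper's share of DEGs higher in queens is 83%, against 34.4%. With library totals (88.4%), library totals without the 10 most abundant genes (68.7%), the Baggerly test on read counts (87.6%) and limma on either pseudocount (87.7%), the share was within 1.5 times the paper's. It was not with DESeq2's size factors, upper-quartile scaling, the other filters, the DESeq2 Wald test, the block or the stricter thresholds. The Baggerly test on the scaled RPKM, chosen after seeing the values, gave 84.6%. The Baggerly tests and limma used no TMM factors. The median log2 fold change was 0.55 with the Baggerly test on read counts and 0.47 and 0.52 with limma, near the 0.55 of library totals. Their shares are thus not independent of that setting.

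The paper reports 2311 DEGs higher in queens, against 495. Of the alternatives set before the data were examined, only limma on log2(RPKM + 0.1), with 3414, came within 1.5 times. The Baggerly test on the scaled RPKM, chosen after seeing the values, gave 1637. The authors' deposited table of transcripts lists 2312 genes, and their deposited table of genes calls 1507. The paper's 2311 is thus near the number of genes with a listed transcript, while 495 counts calls on whole genes. These counts are at unlike levels, and a part of their difference can come from that. For workers the paper reports 457 DEGs, against 942. Library totals (486), library totals without the 10 most abundant genes (650), the Baggerly test on read counts (616), limma (490 and 479), a fold change of at least 2 (544) and an adjusted p-value below 0.01 (381) came within 1.5 times, and the other alternatives did not. The paper's total is 2768 DEGs, against 1437. Library totals without the 10 most abundant genes (2077) and limma (3970 and 3893) came within 1.5 times, as did the Baggerly test on the scaled RPKM (1935), chosen after seeing the values, and the other alternatives did not.

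The paper's median RPKM is 51.25 for DEGs higher in queens, against 29.1. It was 42.0 over the caste with the higher expression and over the queen samples, and 50.0 for the authors' deposited calls, and the other alternatives did not come within 1.5 times. For DEGs higher in workers the paper's median is 150.65, against 26.8. None of the alternatives set before the data were examined closed the gap, and the nearest was 64.7 for the authors' deposited calls.

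Fold changes were compared with the paper's as ratios, a rule chosen after an earlier comparison on the log2 scale, in which more genes differed, had been seen. For Trx-2 the paper's fold change is 2.8 in queens, against 1.41. With library totals it was 2.05, within 1.5 times the paper's, and with the other alternatives it was not. For LOC408421 the paper's fold change is 169 in workers, against 2.34, and none of the alternatives set before the data were examined closed the gap.

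The paper states for both castes that more of the genes with higher expression have several splice variants than expected. By the annotated transcripts the odds ratio for queens was 0.653, and it was above 1 for the authors' deposited calls (1.53), library totals (1.15) and the Baggerly test (1.22). For workers it was 1.03 (chi-square test, p = 0.85), and between 0.895 and 1.12 in the alternatives. The annotation leaves out transcripts found by discovery and gives more than 1 transcript for 4.76% of the tested genes. The paper's statement counts discovered transcripts, so that these odds ratios do not test it. Figure 2 lists CYP6BD1 for workers, and its log2 fold change was 0.01, with no setting that called it higher in workers. Figure 2 lists CYP302A1 for workers and CYP303A1 for queens, and their log2 fold changes were -0.32 and 0.39, neither called. Table S3 lists LOC725570 for queens, which was not called here and was called with library totals (1.10) and without the 10 most abundant genes (0.80). Table S3 gives LOC409517 a fold change from HTS in workers, and no exon reads were counted on it in the gene table, which does not tell whether it was expressed. Trx-2, also listed for queens, was called with library totals (1.03), without the 10 most abundant genes (0.74), by the DESeq2 Wald test (0.49) and, chosen after seeing the data, with single-match reads (0.53).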

Other observations

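In this part the 20 further draws of reads were chosen after the result of the first draw was seen, and the other tests were chosen before.

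The split of the DEGs by caste differed between TMM factors (34.4% higher in queens) and library totals (88.4%). A candidate explanation is that a few abundant genes take more of the reads in workers. The share without the 10 most abundant genes in the totals was 68.7%, between those values and more than 10 points from each, so that leaving out these 10 genes removed a part of the difference and not all of it. In simulated counts, 10 abundant genes were raised 5-fold in workers beside 200 changed genes. Leaving these 10 out of the totals then gave 7 false calls, against 9 with TMM factors. In the larvae HEX70b and Hex110 took larger shares of the reads in workers, but Hsc70-4 and Hsp90 took smaller ones. The simulated shift thus differs from the real one and was also larger, so that it does not tell how much of the split the 10 genes explain. The part of the difference that leaving them out removed cannot be told apart from this explanation. The share was 86.4% among the called genes within the top 33.3% by mean count under library totals, so that the majority for queens was not confined to genes with few reads. Library totals shift all genes alike, so that this value does not separate genes with few reads from that shift. Which scaling is right depends on the total RNA of a larva of each caste, which read counts do not give, so that a general rise in queens could not be told apart from the effect of the scaling.

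The authors' test compares proportions of the total, which could favour queens. Of the genes they call higher in queens, 8.43% did not have a higher mean in queens in their own scaled RPKM, and the others did. These genes had been selected by that same test, so that this value does not tell whether the proportions decide which genes are called. In the recomputed Baggerly test on the scaled RPKM, the median log2 fold change of the tested genes was 0.54. With library totals it was 0.55, so that taking proportions undid the scaling of the samples in the recomputed test. In the simulated counts with 10 abundant genes raised 5-fold in workers, a Baggerly test made 3596 false calls. Of these, 3593 were higher in queens, and edgeR with TMM factors made 9 false calls. Such a test can thus favour queens under that shift, but the simulation does not tell how many of the authors' calls arose so. Of the 1507 genes, 415 were called higher in queens with TMM factors.

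More genes had reads in the queen samples. A possible explanation is that abundant genes take reads in workers, since after drawing the same number of reads outside the 10 most abundant genes, the lower queen sample had fewer genes than the higher worker sample, a difference of -16 genes. In 20 further draws this difference lay between -22 and 4, and in 1 of them both queen samples were above both worker samples. The sign of the difference can change between draws.

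The spliceosome genes lay at the 99.6th percentile of matched random gene sets with TMM factors and also with library totals. A shift common to all genes moves the random sets alike, so that this percentile does not test such a shift. With library totals the median log2 fold change was 0.79, and 0.56 for the random sets. Most of these genes are marked in Figure 4 as higher in queens, so that the choice of the set remains as a reason for the high percentile. Genes of a set are not independent, and the percentile describes these 4 samples. Introns removed more completely in queens may be a reason to look at reads in introns. The highest of the 4 median log2 ratios of the intron share between a queen and a worker sample was 0.04, so that the 4 pairs did not all lie below 0 and the hypothesis was not borne out.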
